# Hepatic transcriptome analyses of juvenile white bass (*Morone chrysops*) when fed diets where fish meal is partially or totally replaced by alternative protein sources

**DOI:** 10.3389/fphys.2023.1308690

**Published:** 2024-01-15

**Authors:** S. Adam Fuller, Jason W. Abernathy, Nithin Muliya Sankappa, Benjamin H. Beck, Steven D. Rawles, Bartholomew W. Green, Kurt A. Rosentrater, Matthew E. McEntire, George Huskey, Carl D. Webster

**Keywords:** alternative diets, carnivorous fish, fish meal, plant meal, transcriptomics, RNAseq, white bass, temperate basses

## Abstract

White bass (*Morone chrysops*) are a popular sportfish throughout the southern United States, and one parent of the commercially-successful hybrid striped bass (*M. chrysops* ♂ *x M. saxatilis* ♀). Currently, white bass are cultured using diets formulated for other carnivorous fish, such as largemouth bass (*Micropterus salmoides*) or hybrid striped bass and contain a significant percentage of marine fish meal. Since there are no studies regarding the utilization of alternative proteins in this species, we evaluated the global gene expression of white bass fed diets in which fish meal was partially or totally replaced by various combinations of soybean meal, poultry by-product meal, canola meal, soy protein concentrate, wheat gluten, or a commercial protein blend (Pro-Cision™). Six isonitrogenous (40% protein), isolipidic (11%), and isocaloric (17.1 kJ/g) diets were formulated to meet the known nutrient and energy requirements of largemouth bass and hybrid striped bass using nutrient availability data for most of the dietary ingredients. One of the test diets consisted exclusively of plant protein sources. Juvenile white bass (40.2 g initial weight) were stocked into a flow-through aquaculture system (three tanks/diet; 10 fish/tank) and fed the test diets twice daily to satiation for 60 days. RNA sequencing and bioinformatic analyses revealed significant differentially expressed genes between all test diets when compared to fish meal control. A total of 1,260 differentially expressed genes were identified, with major ontology relating to cell cycle and metabolic processes as well as immune gene functions. This data will be useful as a resource for future refinements to moronid diet formulation, as marine fish meal becomes limiting and plant ingredients are increasingly added as a reliable protein source.

## Introduction

Aquaculture has traditionally used marine fish meal (FM) for the majority of protein in prepared diets due to its excellent nutrient composition, especially for carnivorous fish. However, it is the most expensive macro-ingredient in the diet and is of finite supply. Thus, within the past 4 decades, much research has been conducted to partially or totally replace FM with alternative, more renewable protein ingredients. Both animal-source protein ingredients (such as poultry by-product meal) and plant-source protein ingredients (such as soybean meal and canola meal) have been added to aquaculture diets, partially or totally replacing FM depending upon the fish species. However, with this dietary shift away from FM, there has been evidence that variations in gene expression have been reported. Panserat et al. (2008) reported that a decrease in protein biosynthesis capacity and nitrogen metabolism occurred in rainbow trout (*Oncorhynchus mykiss*) in liver genes, while Panserat et al. (2009) reported that 2% of the hepatic transcriptome were differentially expressed between fish fed a diet containing FM and fish fed a plant-based diet. However, no major dysfunction of hepatic metabolism and no over-expression of hepatic genes involved in stress and health were reported.

Webster et al. (1999) stated that blends of animal and plant protein ingredients in aquafeeds often result in better growth performance in fish because they provide complimentary nutrient profiles, especially vitamins and essential amino acids (EAAs), that meet the animal’s nutrient requirements. Further, they may reduce potential negative palatability (diet acceptability) associated with using predominantly one protein source (Webster et al., 1992). Among plant-protein ingredients, soybean meal (SBM) is the most widely used in aquaculture diets because of its wide availability, good nutrient composition, and high digestibility (Akiyama et al., 1989; Gatlin et al., 2007; Lemos et al., 2009). However, SBM also has negative attributes that may limit its use at high percentages, or as the predominant protein in commercial aquaculture diets for some fish species. For example, SBM has lower overall EAA concentrations than FM (deficiencies in methionine—MET, lysine—LYS, and threonine -THR), and lack the essential n-3 fatty acids eicosapentaenoic acid (EPA; 20:5n-3), and docosahexaenoic acid (DHA: 22:6n-3; Fox et al., 2004; Gatlin et al., 2007; NRC, 2011). Soybean meal also contains anti-nutritional factors (ANFs), such as trypsin inhibitors, lectins, phytic acid, saponins, antivitamins, oligosaccharides, and high levels of non-starch polysaccharides that may affect nutrient digestibility and/or availability to fish (Francis et al., 2001; Gilani et al., 2005; Gatlin et al., 2007).

The second-most widely used plant protein ingredient is rapeseed (canola) meal (CM). Canola is the name for varieties of rapeseed (*Brassica napus* and *B. campestris*) that have low levels of erucic acid and glucosinolates. Canola meal possesses favorable EAA composition, bioactive peptides (Akbari and Wu, 2015), and phenolic compounds that have antioxidant activity (Mazumder et al., 2016). However, use of CM in aquaculture diets is limited by the presence of ANFs and high fiber levels (Higgs et al., 1982; Lim et al., 1998; Webster et al., 2000; Glencross et al., 2004; Ngo et al., 2016; Dossou et al., 2018).

Animal-protein ingredients, such as poultry by-product meal (PBM), have variable success as partial or total alternatives to FM in diets for various fish. For several carnivorous fish, PBM is an excellent replacement for moderate-to-high percentages of FM (Nengas et al., 1999; Tidwell et al., 2005; Wang et al., 2015; Wu et al., 2018). However, animal by-product meals can vary greatly in quality depending upon what is used to make the final product. Further, there are commercial protein blends available for use as FM substitutes in aquaculture diets, such as Aqua-Pak Elite™ series and Pro-Cision™ (H.J. Baker Bros., Inc., Tuscola, TX, United States) blends that are comprised of proprietary combinations of animal proteins that include PBM, meat and bone meal, feather meal, blood meal, and plant proteins that include corn gluten, wheat gluten (WG), distiller’s dried grains with solubles, soy protein concentrate (SPC), and soy protein isolate (SPI) (McCann et al., 2021).

Nutrigenomics, the integration of nutrition and genomic analysis, allows for the understanding of the effects, and affects, of diet on gene expression. This allows for a more thorough and complete assessment of ingredients used in diet formulations for fish. Replacement of FM by other animal and/or plant protein sources is a vital area of research for aquaculture as use of plant-protein ingredients has been shown to affect growth, body composition, and biochemical/histological composition of fish at the molecular level (Gómez-Requieni et al., 2004). Growth rates in fish have been reported to be influenced by growth hormone (GH) and insulin-like growth factor (IGF) axis (Company et al., 2001) and protein sources may affect the expression of GH and IGF-1 encoding genes (Kumar et al., 2011).

White bass (WB; *Morone chrysops*) are an under-utilized fish in the U.S., but has the potential to become a valuable food fish industry. Because it is carnivorous, WB typically are fed high-protein (>35% crude protein) diets formulated with high FM content similar to other commercially important carnivorous fish. Nutrient requirements or diet formulations for WB may be similar to hybrid striped bass (HSB; *M. chrysops* ♂ *x M. saxatilis* ♀ and *M. saxatilis* ♂ *x M. chrysops* ♀) (NRC, 2011) and largemouth bass (LMB; *Micropterus salmoides*) (Tidwell et al., 1996; Coyle et al., 2000; Portz et al., 2001; Tidwell et al., 2005), but to date, there are no published reports of nutrient requirements or diet formulations for WB and thus, no data on gene expression when WB are fed diets in which FM has been replaced. The objectives of this feeding trial were to evaluate global gene expression of white bass fed diets in which FM was partially or totally replaced by a combination of SBM and PBM, and other plant proteins that included CM, SPC, WG, or the commercial protein blend Pro-Cision™.

## Materials and methods

### Fish and culture systems

A total of 180 white bass (40.1 ± 1.83 g; mean ± SE) were randomly stocked into 200-L tanks (*n* = 18) at a density of 10 fish/tank (three replicate tanks per dietary treatment). The experimental protocol was approved by the HKD-SNARC Institutional Animal Care and Use Committee and conformed to USDA Agricultural Research Service Policies and Procedures 130.4 and 635.1. Water from a freshwater well was supplied at 2.0 L/min in a flow-through design. Fish were carefully hand-fed their respective pelleted test diets twice daily (0700 and 1530 h) all they would consume in 20 min for the 60-day feeding trial. No more diet was fed when the last pellet was consumed. Mortalities were replaced during the first week of the feeding trial. To mimic natural environment, light was provided by overhead fluorescent ceiling lights set on a photoperiod of 15 h:9 h light:dark cycle. All tanks were siphoned daily to remove any fecal waste. If present, mortalities were recorded and removed daily. All tanks were covered with polyethylene mesh to prevent fish loss due to escapement or jumping to adjacent tanks.

Dissolved oxygen (DO) and water temperature (°C) were measured daily (Model 556MPS, YSI, Inc., Yellow Springs, OH, United States), while alkalinity, hardness, chlorides, total ammonia nitrogen (TAN), nitrite nitrogen, nitrate, and pH were recorded weekly. TAN and nitrite nitrogen were analyzed by multiparameter colorimeter (Model DR 900, Hach, Co., Loveland, CO, United States) using the salicylate method (TAN) and azo-dye method (nitrite nitrogen). Average water quality parameters (±SE) during the feeding trial were 22.5°C ± 0.1°C water temperature, 7.99 ± 0.03 mg DO/L, 0.03 ± 0.01 mg TAN/L, 0.01 ± 0.00 mg nitrite/L, 191.5 ± 1.9 mg total alkalinity/L, 110.8 ± 1.4 mg hardness/L, 202.1 ± 3.1 mg chloride/L, and a pH of 8.14 ± 0.12. All parameters were within acceptable limits for fish growth and health (Boyd, 1979).

### Diets, feeding, and sampling

Six isonitrogenous (40% protein), isolipidic (11%), and isocaloric (17.1 kJ/g) diets were formulated (Table 1) on an as-fed basis to meet the known nutrient and energy requirements of LMB (Portz and Cyrino, 2003; Portz and Cyrino, 2004). Diets were formulated on a digestible protein basis or an available amino acid basis when available for FM, SBM, PBM, and wheat as determined in LMB (Portz and Cyrino, 2004), WG (Joana et al., 1998) and soy protein concentrate (Kaushik, 2002) as determined in European seabass, and CM as determined in HSB (Gaylord et al., 2004). Amino acid availabilities for WG, SPC, and CM in white bass are not published and were assumed to be 90%. Nutrient requirements for LMB were used as it has been previously demonstrated that LMB can be fed a diet formulated to meet nutrient requirements of HSB (Tidwell et al., 2005) and LMB require some EAA at higher levels than HSB (NRC, 2011): THR (Rahman et al., 2021), LYS (Dairiki et al., 2007), and ARG (Zhou et al., 2012). EAA composition of each formulated diet is provided in Table 2. Lipid contribution from dry ingredients was balanced with canola oil and menhaden fish oil to maintain the diets isolipidic and isoenergetic, while the contribution of fish oil to total lipid was maintained constant in all diets by including 1.5%–2% menhaden fish oil in the fish meal free diets. Diet 1 (30% FM-control) was formulated as a high-quality, commercial carnivorous fish diet containing 30% FM and 37% SBM. Diets 2–5 were formulated to replace FM partially or totally with other commercial protein ingredients. Diet 6 (Pro-Cision™ + SBM) was formulated to replace FM completely with a commercial protein blend (AquaPak Pro-Cision™, H.J. Bakers Bros., Inc., Tuscola, TX, United States) at a 40% inclusion level to have similar formulated nutrient composition as the control (Diet 1).

**TABLE 1:** Composition (g/kg; as-fed basis) of six practical test diets fed to juvenile white bass. Values are means of three determinations per diet.

Ingredient	Diet					
	1 (30%FM-control)	2 (15%FM + SBM)	3 (15%FM + PBM + SBM)	4 (PBM + SBM)	5 (all-plant)	6 (Pro-Cision™ + SBM)
FM ^a^	300.00	150.00	150.00	0.00	0.00	0.00
PBM ^a^	0.00	0.00	160.00	320.00	0.00	0.00
SBM ^a^	370.00	560.00	340.00	310.00	390.00	200.00
CM ^a^	0.00	0.00	0.00	0.00	100.00	0.00
SPC ^a^	0.00	0.00	0.00	0.00	150.00	0.00
WG ^a^	0.00	0.00	0.00	0.00	50.00	0.00
Pro-Cision™ ^a^	0.0	0.00	0.00	0.00	0.00	400.00
Wheat ^a^	220.10	160.60	240.60	270.20	170.90	300.60
Canola oil ^a^	50.00	40.50	20.50	4.00	30.70	0.00
Menhaden fish oil ^a^	30.00	40.50	40.50	60.00	60.00	60.00
Dicalcium phosphate	20.00	20.50	20.50	20.50	20.50	20.50
Choline chloride	3.00	3.00	3.00	3.00	3.00	3.00
Stay C^©^ (35%) ^a^	1.00	1.00	1.00	1.00	1.00	1.00
Vitamin mix ^b^	4.00	4.00	4.00	4.00	4.00	4.00
Mineral mix ^c^	1.00	1.00	1.00	1.00	1.00	1.00
Analyzed composition ^d^						
Moisture (%)	90.94	60.97	60.22	70.11	60.63	70.56
Protein (%)	410.14	400.30	400.27	380.90	400.60	420.90
Lipid (%)	100.86	100.55	100.75	100.18	100.69	90.82
Fiber (%)	10.55	20.75	10.65	10.60	30.35	10.10
Ash (%)	90.38	90.08	100.67	110.97	70.19	90.34
Available P ^e^	6.60	5.60	7.20	7.40	4.40	13.20

^a^ Ingredient designations and sources: FM, Special Select™ menhaden fish meal (Omega Protein Corp., hammond, LA, United States); PBM, petfood grade poultry by-product meal (Tyson Foods, Inc., sedalia, MO, United States); SBM, soybean meal (Dakotaland Feeds, Huron, SD, United States); CM, canola meal, (Rangen, Buhl, ID); SPC, soy protein concentrate (Profine VF, Solae Inc., Minneapolis MN, United States); WG, wheat gluten meal (Rangen, Buhl, ID, United States); Aqua-Pak Pro-Cision™ (HJ, baker brothers, Inc., tuscola, TX, United States); wheat (Rangen, Buhl, ID, United States); canola oil, (Rangen, Buhl, ID); menhaden fish oil (Omega Oils, Reedville, VA, United States); Stay C^©^35(DSM, nutritional products, Basel, Switzerland).

^b^ Vitamin mix supplied the following (mg or IU/kg of diet): biotin, 0.64 mg; B_12_, 0.06 mg; E (as alpha-tocopherol acetate), 363 IU; folacin, 9.5 mg; myo-inositol, 198 mg; K (as menadione sodium bisulfate complex), 3.7 mg; niacin, 280 mg; d-pantothenic acid, 117 mg; B_6_, 31.6 mg; riboflavin, 57.4 mg; thiamin, 35.8 mg; D_1_, 440 IU; A (as vitamin A palmitate), 6607 IU.

^c^ Mineral mix supplied the following (g/kg of diet): zinc, 0.07 g; manganese, 0.02 g; copper, 0.002 g; iodine, 0.010 g.

^d^ Dry-matter basis.

^e^ Estimated from availability of P in dietary ingredients for hybrid striped bass according to Barrows et al. (2016). All diets met P requirement for hybrid striped bass (NRC, 2011).

**TABLE 2:** Essential amino acid (EAA) composition (g/kg; as-fed basis) of six test diets fed to juvenile white bass. Values are means of two determinations per diet.

	Diet					
Amino acid	1 (30%FM-control)	2 (15%FM + SBM)	3 (15%FM + PBM + SBM)	4 (PBM + SBM)	5 (All-plant)	6 (Pro-Cision™ + SBM)
Essential						
ARG	23.6 ± 1.1	23.8 ± 1.5	32.4 ± 1.5	27.7 ± 1.5	23.6 ± 0.2	21.5 ± 1.8
HIS	11.9 ± 0.6	12.3 ± 0.5	14.8 ± 0.7	13.3 ± 0.7	12.2 ± 0.1	12.5 ± 1.2
ILE	15.9 ± 0.6	15.4 ± 0.9	20.6 ± 1.0	16.5 ± 0.9	14.5 ± 0.4	19.1 ± 0.6
LEU	28.8 ± 1.1	27.6 ± 1.4	38.0 ± 1.8	30.8 ± 1.6	27.8 ± 0.1	27.2 ± 1.9
LYS	28.3 ± 1.3	28.2 ± 1.3	24.0 ± 2.0	24.5 ± 1.3	24.1 ± 2.8	22.8 ± 1.5
MET	7.4 ± 1.7	6.7 ± 0.3	6.8 ± 1.0	6.1 ± 0.7	5.6 ± 2.6	8.3 ± 3.3
PHE	19.6 ± 1.1	17.5 ± 0.9	22.5 ± 4.0	18.7 ± 0.8	17.8 ± 0.1	18.0 ± 0.9
THR	18.5 ± 0.8	17.0 ± 0.9	22.8 ± 1.1	18.3 ± 0.9	16.6 ± 0.7	14.8 ± 1.2
VAL	18.4 ± 0.9	18.2 ± 0.8	24.3 ± 1.2	19.0 ± 1.0	16.9 ± 1.3	18.7 ± 1.9

All ingredients were ground in a pilot-scale hammermill (Viking, CPM Roskamp Champion, Waterloo, IA, United States), and then blended in a rotating mixer (Model 043206, Kobalt/Monarch Industries, Winnipeg, Canada). Extrusion was performed using a single-screw extruder (Model 500, Insta-Pro, Inc., Des Moines, Iowa, United States) with a 45 mm diameter screw and a 20:1 screw length to diameter (L/D) ratio. Feed blends were manually fed into the extruder at a constant rate. The extruder was connected to a 7.5 HP motor and screw speed was set at 600 RPM. A circular die plate (with multiple 3 mm holes) was attached to the extruder. The mass flow rate was determined by collecting extrudate samples at 30 s intervals during extrusion processing and weighing the samples on an electronic balance. Observed mass flow rates ranged from 0.089 to 0.095 kg/s. The temperatures of the die and of the resulting pellets were recorded every 2 minutes using an infrared thermometer and determined to be 53°C ± 5°C for the die plate and 63°C–70°C for the extrudates. After extrusion processing, the extrudates were air dried for 24 h, then bagged and frozen. Diets were stored at −20°C in plastic containers until fed.

### Data collection and sample analysis

Fish were not fed for 18-h prior to the conclusion of the study. Subsequently, fish in each tank were enumerated to determine survival (%), individually weighed to the nearest 0.01 g on an electronic scale (Model AB54-S; Mettler Toledo, Columbus, OH, United States), and measured for total length to the nearest 0.1 mm. Three fish from each of the three replicate tanks each diet (*n* = 9) were arbitrarily selected, euthanized according to American Veterinary Medical Association guidelines (Underwood and Anthony, 2020), and liver samples dissected and placed in RNA*later* Stabilization Solution (ThermoFisher Scientific, Waltham, MA) and stored at −80°C for transcriptomic analysis.

### RNA isolation from tissues and creation of sequencing libraries

Total RNA was extracted with the Qiagen RNeasy Mini Kit (Cat. No. 74106; Germantown, MD) per the manufacturer’s instruction. Total RNA was treated with Amplification Grade DNase I (Cat. No. AMPD1; Sigma-Aldrich, St. Louis, MO) per the package insert. Afterword, each sample was ethanol-precipitated and resuspended in nuclease-free water. Sample concentrations were then measured via spectrophotometry (Bio-Tek Synergy H1, Winooski, VT) and each sample standardized to 100 ng/μL by dilution with nuclease-free water. RNA quality was assessed using the Agilent BioAnalyzer with the RNA 6000 Nano Kit (Cat. No. 5067-1511; Santa Clara, CA), where RNA Integrity Numbers (RIN) > 9 were considered high-quality for processing the RNA further to be sequenced. Sequencing libraries were then prepared using the NEBNext Ultra II Directional RNA Library Prep Kit for Illumina (Cat. No. E7760L) with the NEBNext Poly(A) mRNA Magnetic Isolation Module (Cat. No. E7490L; New England Biolabs, Ipswich, MA). Barcodes used were the NEBNext Multiplex Oligos for Illumina (Index Primers Sets 1 and 2; Cat. Nos. E7335L and E7500L, respectively). Library insert size and quality were assessed on the Agilent BioAnalyzer using the High Sensitivity DNA Kit (Cat. No. 5067-4626). The NEBNext Library Quant Kit for Illumina (Cat. No. E7630L) was used to quantify each sample. Equimolar amounts (5 nM) of indexed samples were combined, and these pooled libraries were sent for 150 bp paired-end sequencing on an Illumina HiSeq X Ten (San Diego, CA) via a service provider (Novogene, Sacramento, CA).

### Curation of the protein-coding white bass transcriptome

A total of 185,531 published white bass transcriptome contigs (Li et al., 2014) were re-analyzed and a curated set of protein-coding transcripts selected to detect differentially expressed genes (DEGs), herein referred to as white bass transcriptome. To create the WB transcriptome, all transcripts were analyzed by BLASTx to the non-redundant (*nr*) database and only those with blast score E-value < e-20 were retained. Then, several measures were taken to reduce redundancy. First, contigs with >90% similarity were clustered using CD-HIT-EST (Fu et al., 2012). Sequence similarity was further detected using BLAT (Kent, 2002), where duplicates at a >80% Similarity threshold were removed. Then, custom shell scripts were used to manually curate these clusters, where those with top-hit BLASTx returns of hypothetical/unknown protein identities were removed, and those with duplicate top-hit descriptions were reduced to include only the longest sequence. This produced a protein-coding WB transcriptome containing 20,914 sequences. BUSCO analysis (Simão et al., 2015) against the Actinopterygii_odb9 lineage dataset indicated a substantially completed transcriptome, with only 8.4% reported as missing.

### Identification of differentially expressed genes

Raw RNAseq reads were processed for quality control using the TrimGalore! Software (Krueger et al., 2021). This software was used to trim low-quality ends from reads and for Illumina adapter removal. Bowtie2 software (Langmead and Salzberg, 2012) was used for alignment of reads to the curated WB transcriptome using the alignment parameters as recommended by the eXpress software (Roberts and Pachter, 2013). Alignment files were piped directly into the eXpress software using the default parameters to generate read-counts. Effective read counts output from the eXpress software were used to calculate pairwise fold-change using the DESeq2 package (Love et al., 2014) of R-bioconductor. A transcript that met the criteria of greater than a 1.5-fold-change difference with a *p*-value of *p* < 0.05 after adjusting for multiple comparisons testing was considered a significant differentially expressed gene (DEG).

### Gene ontology and enrichment analysis

For Gene Ontology (GO) enrichment analyses, WB transcriptome sequences were uploaded into the OmicsBox program (OmicsBox, 2019). Transcripts were functionally re-annotated by BLASTx (E-value < 1E-3) searches to the *nr* protein sequence database at the NCBI and mapped to GO terms where available. This list provided a “reference set” for enrichment analyses. Significant DEG lists between each comparison were used as a “test set” for enrichment analysis to the “reference set” by two-sided Fisher’s Exact Test. Enrichment of all the three major GO categories (Biological Process (BP), Molecular Function (MF) and Cellular Component (CC)) was determined. Data was considered statistically significant using a False Discover Rate (FDR) of FDR <5%. Gene Set Enrichment Analysis (GSEA) was also performed as we have previously detailed (Lange et al., 2018; Lange et al., 2019), where significance was set at FDR <5% after 1,000 permutation tests.

### Quantitative PCR validation of RNAseq

Reverse transcription quantitative PCR (RT-qPCR) was used to validate RNAseq analyses. Each RNA was quantified by spectrophotometry (Bio-Tek). High-quality RNA samples (RIN >9) from liver tissues extracted previously were used for reverse transcription for all the experimental diet samples. The NEB LunaScript RT SuperMix Kit (Ipswich, MA) was used for the synthesis of cDNA from RNA samples. Total reaction volume was 20 μL, including 4.0 μL of LunaScript RT SuperMix (5X), 200 ng template RNA, and the volume adjusted to 20 μL with nuclease-free water. Reaction conditions were as follows: 25°C for 2 min, followed by 55°C for 10 min and heat inactivation at 95°C for 1 min. After reverse transcription, cDNA was stored at − 20°C until usage for RT-qPCR.

The expression levels of liver for different diets were evaluated by RT-qPCR using a 384-well Roche LightCycler 480 (Indianapolis, IN). A total of 14 genes were selected to evaluate the DEGs. Primer sets were either designed in-house using the Primer3 software (Untergasser et al., 2012) or were taken from the literature (Cooper et al., 2006; Childress et al., 2016), as indicated (Supplementary Table S1). RT-qPCR was performed in 10 μL reaction in triplicate for each biological replicate. All nine biological replicates were used in the evaluation. Each 10 µL RT-qPCR reaction consisted of 5 μL of the Luna universal qPCR Master Mix (2X), 0.5 μL of each primer (1 μM), 3 μL of nuclease-free water, and 1 μL of cDNA that had been diluted 1:10 with nuclease-free water. Thermal cycling conditions used were as suggested following the Luna NEB protocol: initial denaturation at 95°C for 15 s, followed by 45 cycles of 95°C for 15 s and 60°C for 30 s. Melting curve analyses was performed on all RT-qPCR runs. No RT enzyme controls, and no template controls were included. Two genes (18S rRNA and β-actin) were evaluated for use as housekeeping genes for data normalization. The 18S rRNA gene was selected, as the cycle threshold (Ct) values for all replicates was <1 Ct variation. For relative gene expression analyses, target samples were processed concurrently with the reference gene and the relative expression was given by using the 2^−ΔΔCT^ method (Pfaffl, 2001). Since the standard curve was between 0.9 and 1.0, it was assumed that the accuracy of primer efficiency for computation was 100% for all targets and the reference gene.

## Results

### Growth and diet utilization

The highest final weight, weight gain, SGR, and lowest FCR were observed for fish fed Diet 4 (PBM + SBM). The lowest final weight, weight gain, SGR, and highest FCR were observed for fish fed Diet 6 (Pro-Cision™ + SBM). Although final individual weight, percentage weight gain, and SGR of fish fed Diet 6 was significantly lower (*p* ≤ 0.05) than those of fish fed Diet 4, fish fed the other diets (Diets 1–3; Diet 5) did not significantly differ (*p* > 0.05) from each other (Table 3). Fish fed Diet 5 (all-plant) had significantly lower final weight and SGR compared to fish fed Diet 4 (PBM + SBM), but were not different from fish fed the other test diets. FCR was not significantly different among dietary treatments and averaged 1.74 (Table 3).

**TABLE 3:** Growth and feed conversion of juvenile white bass (initial average weight, 40.1 ± 1.83 g) fed six diets containing various percentages of fish meal. Means (±SE) within a row with different letters are different (*p* < 0.05). Data adapted from Rawles et al. (2022).

Diet						
Ingredient	1 (30%FM- control)	2 (15%FM + SBM)	3 (15%FM + PBM + SBM)	4 (PBM + SBM)	5 (all-plant)	6 (Pro-Cision™ + SBM)
Final weight (g)	86.70^abc^	92.71^ab^	84.71^bc^	101.49^a^	78.69^bc^	74.35^bc^
Weight gain (%)	130.5^ab^	160.4^ab^	142.8^ab^	183.7^a^	142.9^ab^	102.5^b^
SGR^1^ (%/d)	1.34^abc^	1.56^ab^	1.31^abc^	1.60^a^	1.19^bc^	1.1^c^
FCR^2^	1.78^a^	1.62^a^	1.77^a^	1.56^a^	1.71^a^	1.98^a^

^1^ SGR, specific growth rate.

^2^ FCR, feed conversion ratio.

Calculation formulas are reported in Rawles et al. (2022).

### Differential gene expression

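Hepatic gene expression was measured by RNA sequencing of 54 livers, 9 from fish fed each of the 6 diets, with 1 library per fish. The authors trimmed the reads with TrimGalore!, aligned them with Bowtie2 to a curated white bass transcriptome of 20914 contigs, obtained effective read counts with eXpress and tested each diet against Diet 1 with DESeq2. The deposited values are these effective counts as whole numbers, with no normalization between libraries. Total counts per library ranged from 7514100 to 13731958 with Diet 1 (median 10014935), from 8260467 to 14444850 with Diet 2 (median 10327953) and from 8797403 to 13489749 with Diet 3 (median 12671178). They ranged from 7191199 to 12877973 with Diet 4 (median 11378553) and from 5964761 to 16228574 with Diet 6 (median 12539625). With Diet 5, replicate 7 held 755 counts on 191 contigs, and the other 8 libraries held 9240715 to 17336918 (median of all 9, 10219047). The mean total did not differ from that of Diet 1 in any test diet by a two-sided exact permutation test (n = 9 per group), with a smallest p of 0.0754 for Diet 6 (adjusted p = 0.377 over the 5 comparisons), where the mean was 1.22 times that of Diet 1.
From the counts, the 9 fish fed each test diet were compared with the 9 fish fed Diet 1 by the quasi-likelihood F-test of edgeR with TMM normalization, over contigs with a mean of at least 5 counts in the 18 libraries. Contigs with a Benjamini-Hochberg adjusted p under 0.05 and a change of more than 1.5-fold, the thresholds the authors give, are referred to as DEGs. The Diet 5 library with 755 counts was kept in these tests. Means ± SD are in counts normalized to the library total multiplied by its TMM factor (CPM) and leave it out, so that n = 8 for Diet 5 and n = 9 for every other diet. Log2 fold changes are relative to Diet 1 and are given with their standard error (SE).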

We evaluated differential gene expression (DEG) of all dietary treatments, with all treatments being compared to Diet 1 (FM control), with all comparisons as follows: Diet1:Diet 2, Diet1:Diet 3, Diet1:Diet 4, Diet1:Diet 5, Diet1:Diet 6. We found a total of 1,260 DEGs that were differentially expressed greater than 1.5-fold magnitude in our dietary comparisons (Figures 1A, B; Table 4). 

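Over the 5 comparisons with Diet 1, 650 DEGs were counted by edgeR, and 563 of them are in the paper's list for the same comparison with the same sign. When the libraries of all diets, Diet 1 included, were replaced by counts simulated from the same means, the mean number of DEGs over 10 simulations was 0.1. In more than 1 comparison with the same direction, 41 contigs were DEGs, of which 39 were shared by Diets 5 and 6. The simulated groups shared 0 contigs, but with so few simulated DEGs hardly any could be shared. Each contig was also drawn independently of the others, so that the simulations do not measure what the common Diet 1 fish add to the shared number. Granulins isoform X1 was the only contig that was a DEG in 3 comparisons, with Diets 2, 5 and 6, and none was a DEG in all 5. Its log2 fold change was 0.84 with Diet 5 (edgeR adjusted p = 0.00152) and 0.59 with Diet 6 (adjusted p = 0.0214). With Diet 6 it was no longer a DEG without Diet 1 replicate 1 or 5 or Diet 6 replicate 1, 5, 7, 8 or 9, with log2 fold changes of 0.53 to 0.57. The lowest shared number among the alternatives was 14, with counts summed over the 3 fish that share a T tag in their label, and the highest was 81, by DESeq2. The paper took 3 fish from each of 3 tanks per diet, and each diet has 3 T tags of 3 fish, but what the tag stands for is not stated. If it is the tank, these sums compare 3 tanks with 3, and they gave 0, 0, 0, 345 and 35 DEGs with Diets 2 to 6.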

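With Diet 2, 9130 contigs were tested and 4 were DEGs, 3 higher and 1 lower than with Diet 1. At an unadjusted p under 0.05 with the same fold threshold the number was 284, and DESeq2 gave 42. The alternative that moved it most, to 448, was DESeq2 at an unadjusted p, which was added after the data were seen. The number of DEGs rose to 47 without Diet 1 replicate 7, 17 without Diet 2 replicate 2 and 16 without Diet 1 replicate 8. It was 2 without Diet 1 replicate 3, and 1 without Diet 1 replicate 1 or without Diet 2 replicate 4, 6 or 9. Tetraspanin-18-like fell from 13.1 ± 5.94 to 3.52 ± 0.775 CPM (log2 fold change -1.87, SE 0.275, edgeR adjusted p = 0.00741) and was a DEG with each of the 18 fish left out in turn. Alpha-N-acetylglucosaminidase rose from 30.7 ± 3.18 to 46.2 ± 6.55 CPM (log2 fold change 0.60, adjusted p = 0.00741), and all 9 fish fed Diet 2 were above every fish fed Diet 1. Its change fell under 1.5-fold without Diet 1 replicate 1 or 7 (log2 fold change 0.58 in both) or without Diet 2 replicate 4, 6 or 9 (0.55, 0.58 and 0.56). Disabled homolog 2 had a log2 fold change of 0.82 (adjusted p = 0.0324) and stayed a DEG in 7 of the 18 fits that leave out 1 fish. In the others its adjusted p was 0.057 to 0.0968, without Diet 1 replicate 1, 3, 4 or 5 or Diet 2 replicate 1, 3, 4, 5, 6, 8 or 9. For granulins isoform X1, the log2 fold change was 0.59 (adjusted p = 0.0211), and 10 of the 18 fits kept it. It was no longer a DEG without Diet 1 replicate 1, 3, 5 or 6 or Diet 2 replicate 2, 4, 6 or 9, with log2 fold changes of 0.55 to 0.59.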

For the Diet1:Diet 2 comparison, 293 DEGs were identified, including 148 down-regulated and 145 up-regulated genes (Supplementary Table S2). 

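No contig of the 9339 tested with Diet 3 was a DEG by edgeR, with or without any 1 of the 18 fish. At an unadjusted p under 0.05 with the same fold threshold 211 contigs passed, and DESeq2 gave 2 DEGs. The named contigs with the smallest unadjusted p were asialoglycoprotein receptor 1-like (log2 fold change -1.56, lower than the Diet 1 median in 9 of 9 fish) and superkiller viralicidic activity 2-like 2 (log2 fold change 0.60, higher in 9 of 9 fish). Their adjusted p was 0.892, a value that further contigs share. DESeq2 gave the former an adjusted p of 0.0193.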

For the Diet1:Diet 3 comparison, 11 DEGs were identified, including 3 down-regulated and eight up-regulated genes (Supplementary Table S3). 

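With Diet 4, 9387 contigs were tested and 0 were DEGs by edgeR, against 306 at an unadjusted p under 0.05 and 58 by DESeq2. The number was 16 without Diet 1 replicate 7 and 4 without Diet 1 replicate 8. The named contigs with the smallest unadjusted p were polyadenylate-binding protein 4 (log2 fold change -1.38) and G0/G1 switch protein 2-like (log2 fold change -2.34), both lower than the Diet 1 median in 9 of 9 fish. Their adjusted p was 0.12, which further contigs share. Without Diet 1 replicate 8 their adjusted p was 0.0339 and 0.0464. An exocrine score was calculated for each fish as the mean log2 CPM of 7 exocrine pancreas markers, of which pancreatic lipase, trypsin-2 and chymotrypsin A-like are examples. Across fish, within diets, polyadenylate-binding protein 4 followed this score with a Pearson's r of 0.718 and a Spearman's rho of 0.793 over 53 fish. The permutation p was 1e-05 for each, the smallest that 100000 resamples can give, and 0.000228 after adjustment over the 114 named contigs that are on no marker list. Of these 114, 5 had an r above 0.5, among them this contig, and the median r was 0.0466. Without the 2 fish farthest from the median score r was 0.771, and within the 3 L tags of the labels it was 0.614 to 0.727.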

For the Diet1:Diet 4 comparison, 52 DEGs were identified, including 37 down-regulated and 15 up-regulated genes (Supplementary Table S4). 

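Of the 9234 contigs tested with Diet 5, 534 were DEGs, 270 higher and 264 lower, and 450 of them are in the paper's list. The 9 fish included the library with 755 counts, and without it 485 DEGs were found, 478 of them the same contigs. DESeq2 gave 237 DEGs with that library and, in a fit added after its total was seen, 715 without it. The median log2 fold change by DESeq2 over all 16204 contigs with a value was 0.38 with that library. With DESeq2 size factors in the edgeR fit 352 contigs were higher and 166 lower. Leaving out Diet 1 replicate 7 raised the number of DEGs to 864, and leaving out any other fish gave 361 to 539. The smallest adjusted p was that of ADM2-like (log2 fold change 1.97, SE 0.21, edgeR adjusted p = 5.32e-05), followed by a coiled-coil domain-containing protein (log2 fold change -1.55, SE 0.179, adjusted p = 9.79e-05). In both, all 8 fish lay beyond every fish fed Diet 1. The largest fall among abundant named contigs was that of gamma-synuclein, from 15.2 ± 27.4 to 0.388 ± 0.580 CPM (log2 fold change -5.20, adjusted p = 0.0106). Its log2 fold change was -3.96 without Diet 1 replicate 7, -6.23 without Diet 5 replicate 5 and -1.45 (adjusted p = 0.669) with the exocrine score as a covariate, an alternative also added after the data were seen.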

For the Diet1:Diet 5 comparison, 651 DEGs were identified, including 311 down-regulated and 340 up-regulated genes (Supplementary Table S5). For the Diet1:Diet 6 comparison, 253 DEGs were identified, including 134 down-regulated and 119 up-regulated genes (Supplementary Table S6).

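For Diet 6, 9783 contigs were tested and 112 were DEGs, 57 higher and 55 lower, of which 110 are in the paper's list. DESeq2 gave 250 DEGs, including 109 of the 112. The number was 222 without Diet 1 replicate 7 and 74 without either Diet 1 replicate 9 or Diet 6 replicate 8. The largest rise among named DEGs was that of trehalase, with 1 count over the 9 fish fed Diet 1 and 168 over the 9 fed Diet 6. The ratio of counts to library totals was 138 (95% counting interval 24.4 to 5470), and without the 1 fish with a count, Diet 1 replicate 1, it was at least 40.5-fold higher against a floor of 3 counts over the group.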

**FIGURE 1:**
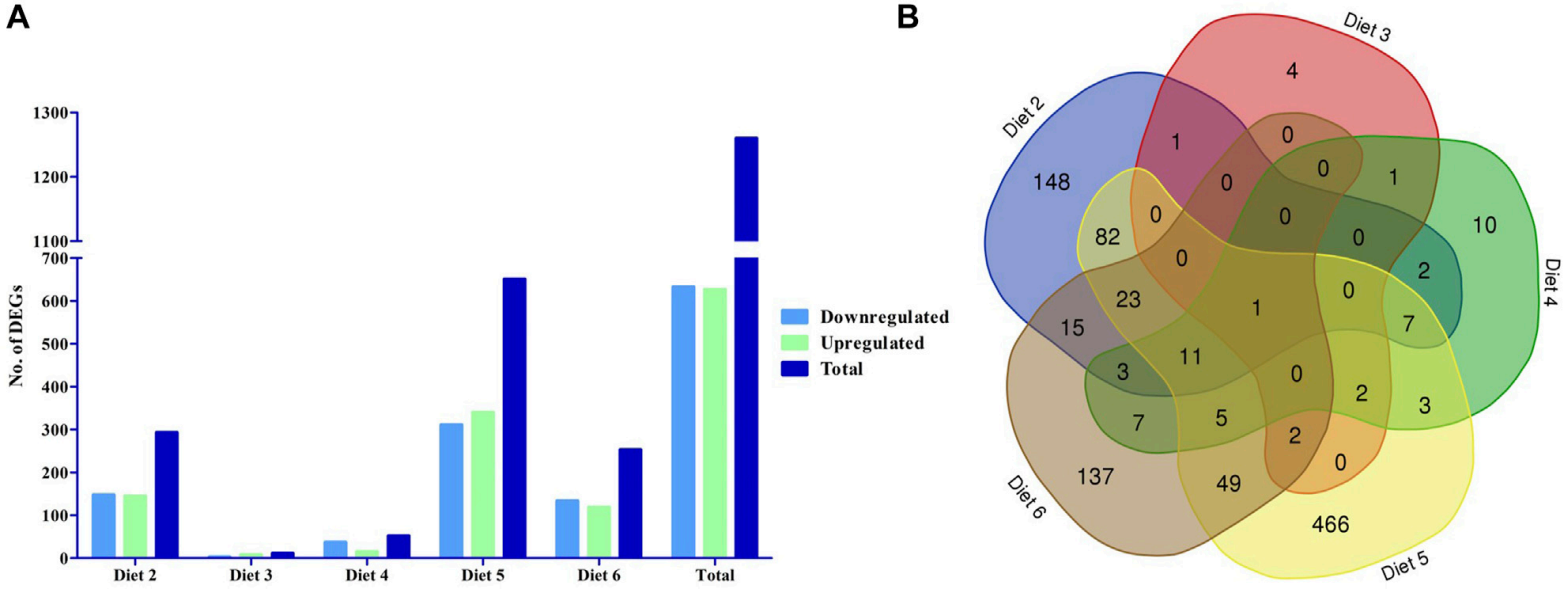
The number of differentially expressed genes (DEGs) in the liver of white bass fed a diet containing soybean meal (SBM-Diet 2), poultry by-product meal (PBM- Diet 3), soy protein concentrate (SPC- Diet 4), canola meal (CM- Diet 5), and commercial protein blend (Pro-Cision™- Diet 6) relative to white bass fed a diet composed predominantly of prime FM (Diet 1). **(A)** The number of differentially expressed genes between experimental diets, the blue filled are down regulated DEGs green filled are upregulated DEGs and the dark blue filled are total DEGs (FDR< 0.05; Fold-change >1.5), and **(B)** Venn diagram showing the number of unique and shared gene cluster in five experimental diets.

**TABLE 4:** Differently expressed genes between different dietary treatment combinations (Diets 1–6). All dietary treatments were compared to Diet 1 - fish meal (FM) control. Values indicate contigs/genes passing cutoff values of fold change ≥1.5 (*p* < 0.05) and read number per contig ≥5. Diet treatments include: Diet: **1** (30%FM-control); **2** ((15%FM + SBM)); **3** (15%FM + PBM + SBM); **4** (PBM + SBM); **5** (All-plant); **6** (Pro-Cision™ + SBM).

	1:2	1:3	1:4	1:5	1:6
Up-regulated	145	8	15	340	119
Down-regulated	148	3	37	311	134
Total	293	11	52	651	253

GO analysis was performed on the genes underlying each of these diet treatment comparisons previously listed. Genes were mapped to GO terms and then two-sided Fisher’s exact test (FET) was used to assess significance between comparison genes and the WB transcriptome. While significant (FDR <0.05) representation of ontology could not be found using FET for the Diet1:Diet2, Diet1:Diet3, and Diet1:Diet4 comparisons, upon further examination with GSEA, several genes from the Diet1:Diet2 comparison mapped to BP (Table 5) GO terms relating to cell cycle; Diet1:Diet4 for BP GO terms relating to metabolic and cell process and MF GO terms relating to catalytic, cofactor, anion, and small molecule binding (Table 5); Diet1:Diet6 for CC GO terms relating to mitochondrial inner membrane, organelle inner membrane and mitochondrion were downregulated along with MF GO terms of proton transmembrane transporter activity and BP GO terms of iron and transition metal ion transport. Cellular component (Table 5). In Diet1:Diet2, 14 genes were upregulated, and these genes were involved in the GO terms relating to cell cycle BP for the progression in vascular smooth muscle cell (Supplementary Table S7). 

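All 14 contigs listed in Supplementary Table S7 for the cell cycle terms were higher with Diet 2 than with Diet 1, with a median log2 fold change of 1.03. None of them was a DEG by edgeR, where the adjusted p ran from 0.257 to 0.538, and DESeq2 also gave 0. At an unadjusted p under 0.05 with the same fold threshold 13 of the 14 passed. The smallest change was that of transforming acidic coiled-coil-containing protein 3 (log2 fold change 0.70, SE 0.264), and the largest that of cyclin-dependent kinase inhibitor 3 (log2 fold change 1.35, SE 0.436). The contigs were listed by the authors from these same libraries, so that no test of the set was made.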

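In fish fed Diet 4, DNA primase small subunit, DNA replication licensing factor MCM6 and mitochondrial single-stranded DNA-binding protein had log2 fold changes of 0.66 (SE 0.529), 0.61 (SE 0.497) and 0.25 (SE 0.364), each higher than with Diet 1. Inositol-3-phosphate synthase 1 and 6-phosphogluconate dehydrogenase had log2 fold changes of 1.01 (SE 0.268) and 0.46 (SE 0.461). By edgeR none of these contigs was a DEG (adjusted p 0.222 to 0.897), whereas DESeq2 called each of them. At an unadjusted p under 0.05 with the same fold threshold, 0 of the 3 contigs of DNA replication passed. Of the 3 contigs of organophosphate metabolic process, 2 passed. The smallest edgeR adjusted p in that set was 0.12, and 0 were DEGs. Without Diet 1 replicate 7, MCM6 had a log2 fold change of 1.69 (adjusted p = 0.0207) and DNA primase of 1.78 (adjusted p = 0.0307).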

BP and MF GO terms were upregulated in the Diet1:Diet4 for DNA replication (three genes), Catalytic activity (two genes), and organophosphate metabolic process (three genes) as provided in Supplementary Table S7. 

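The contigs that Supplementary Table S7 lists for the mitochondrion were lower with Diet 6 in 9 of 9 cases, and 7 of them were DEGs, with a median log2 fold change of -0.84. The authors had listed them, and those of iron and proton transport, as lower from these same libraries. The common direction is therefore not independent evidence. The largest change was in magnesium transporter MRS2 homolog (log2 fold change -1.86, SE 0.391, edgeR adjusted p = 0.0164). All 3 contigs of iron ion transport were DEGs and lower in 9 of 9 fish than the Diet 1 median, from ceruloplasmin (log2 fold change -0.88, SE 0.167) to solute carrier family 40 member 1 (log2 fold change -1.52, SE 0.233, adjusted p = 0.00127). The 4 contigs of proton transmembrane transporter activity were DEGs as well, with adjusted p from 0.0169 to 0.0345. Several contigs are listed under more than 1 term, and the 66 distinct entries of the table over all diets held 36 DEGs. With counts summed over the 3 fish of each T tag, 18 of these 66 were DEGs. Of the 9 contigs for the mitochondrion, 1 was then a DEG, and 2 were with the replicate number as a block. Of the 4 proton transporters it was 1 in either setting, and of the 3 iron transport contigs 2 with T tag sums and 3 with the block. By DESeq2 all contigs of these 3 sets were DEGs.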

In Diet1:Diet6, 40 genes were downregulated with 30 genes corresponds to CC, six genes to BP and four genes to MF (Supplementary Table S7). 

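With Diet 5, the 28 contigs listed for immune system process in Supplementary Table S7 had log2 fold changes from -2.32 to 1.52, and 22 of them were DEGs by edgeR. DESeq2 called 13 of the 28. The largest change was that of C-C motif chemokine 17-like (log2 fold change -2.32, SE 0.634, adjusted p = 0.0274), and the smallest that of ubiquitin-60S ribosomal protein L40 (log2 fold change -0.49, SE 0.21, adjusted p = 0.146). The chemokine's adjusted p was 0.0523, 0.0548 and 0.0517 without Diet 1 replicate 1 or 8 or Diet 5 replicate 3, and ubiquitin-60S ribosomal protein L40 was a DEG without Diet 5 replicate 9 (log2 fold change -0.65, adjusted p = 0.046). A total of 14 were DEGs with the exocrine score as a covariate, 12 with counts summed per T tag and 20 with the replicate number as a block. The list was chosen by the authors on these samples.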

Significant (FDR <0.05) perturbation of immune pathways (Table 5) based on FET was observed in the Diet1:Diet5 comparison; out of 28 genes underlying the significant GO, 18 genes were upregulated and primarily represented chemokines, erythropoietin, MHC II, toll-like receptors, and insulin-like growth factor, while ten genes were downregulated. GO analyses revealed genes underlying the Diet1:Diet6 comparison involved in the glutathione biosynthetic process and non-ribosomal peptide biosynthetic process (Table 5); out of twenty genes, six genes were upregulated and 14 genes were downregulated (Supplementary Table S7). These pathways are involved in cellular metabolism, and more specifically in amino acid biosynthesis and protein translation.

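Among the contigs of glutathione biosynthesis, glutamate-cysteine ligase regulatory subunit rose with Diet 6 from 32.7 ± 10.5 to 118 ± 37.1 CPM (log2 fold change 1.82, SE 0.21, edgeR adjusted p = 0.000116). All 9 fish were above every fish fed Diet 1. The catalytic subunit of the same enzyme had a log2 fold change of 0.72 (SE 0.185, adjusted p = 0.0517), and 2 of the 3 listed contigs were DEGs. Without Diet 1 replicate 2 or Diet 6 replicate 2, 6 or 7 its adjusted p was 0.0214, 0.0487, 0.0484 and 0.0294. Glutathione reductase, listed under electron transfer activity, had a log2 fold change of 0.92 (SE 0.126, adjusted p = 0.000486), and the 6 other contigs of that term that were listed as lower had log2 fold changes from -0.87 to -0.71.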

**TABLE 5:** Significant descriptions for GO categories within each of the dietary comparisons found to be significantly different than the reference transcriptome following GO mapping, Gene Set Enrichment Analysis (GSEA), and a two-sided Fisher’s exact test (FET) are listed below. A complete listing of all descriptions is provided in Supplementary Tables S2–S6. Diet: **1** (30%FM-control); **2** ((15%FM + SBM)); **3** (15%FM + PBM + SBM); **4** (PBM + SBM); **5** (All-plant); **6** (Pro-Cision™ + SBM). As per GSEA, Diet1:Diet3 and Diet1:Diet5 were not significant whereas in case of FET, Diet1: Diet2; Diet1:Diet3 and Diet1:Diet4 were not significant.

Statistics	Comparison	GO Category	Representation	GO ID	Description	Number of genes	FDR
Gene Set Enrichment Analysis (GSEA)	Diet1:Diet2	BP	TOP	GO:0007049	Cell cycle	14	0.0104
	Diet1:Diet4	BP	TOP	GO:0006259	DNA metabolic process	3	0.0499
		BP	TOP	GO:0006261	DNA-templated DNA replication	3	0.0280
		BP	TOP	GO:0006260	DNA replication	3	0.0208
		BP	TOP	GO:0019637	Organophosphate metabolic process	3	0.0169
		MF	TOP	GO:0140640	Catalytic activity, acting on a nucleic acid	2	0.0361
	Diet1:Diet6	CC	BOTTOM	GO:0005743	Mitochondrial inner membrane	7	0.0203
		CC	BOTTOM	GO:0019866	Organelle inner membrane	7	0.0126
		CC	BOTTOM	GO:0005739	Mitochondrion cellular component	9	0.0147
		CC	BOTTOM	GO:0031966	Mitochondrial membrane	7	0.0288
		BP	BOTTOM	GO:0000041	Transition metal ion transport	3	0.0361
		MF	BOTTOM	GO:0015078	Proton transmembrane transporter activity	4	0.0304
		BP	BOTTOM	GO:0006826	Iron ion transport	3	0.0281
Fisher’s Exact Test	Diet1:Diet5	BP	OVER	GO:0002376	Immune system process	28	0.0299
	Diet1:Diet6	BP	OVER	GO:0006750	Glutathione biosynthetic process	3	0.0185
		MF	OVER	GO:0009055	Electron transfer activity molecular function	8	0.0223
		BP	OVER	GO:0019184	Non-ribosomal peptide biosynthetic process	3	0.0245
		MF	OVER		Oxidoreduction-driven active transmembrane transporter activity	6	0.0489

To validate our differential gene expression analyses using RNA sequencing, seven growth-related genes and seven immune related genes (Figures 2, 3) were analyzed by RT-qPCR for all liver samples. For growth-related genes, myogenin (myog) expression in all fish was upregulated in the Diet 1 (30% FM-control) group relative to all other dietary treatments, with similar results observed for 40S ribosomal protein S19 (RPS19) (Figure 2). Serine/threonine-protein kinase PLK2 isoform 1 (PLK2) was significantly upregulated in fish fed Diet 5 (all-plant) and downregulated in fish fed Diet 2 (15%FM + SBM) and Diet 6 (Pro-Cision™ + SBM). Dipeptidyl peptidase 4-like (DPP4), glutathione S-transferase omega-1 (GSTF6), WD repeat and HMG-box DNA-binding protein1 (WDHD1), and olfactory marker protein (OMP) were significantly upregulated when compared to fish fed Diet 1 (30% FM-control). Immune related genes such as hepcidin (HAMP), heat shock protein 70 (HSP70), interleukin-6 receptor subunit beta-like (IL6), immunoglobulin delta heavy chain (IGHD), MHC class II antigen beta chain (MHC2-Ab1), and C-X-C chemokine receptor type 2-like (CXC) were significantly upregulated in fish fed Diet 5 (all-plant protein) except insulin-like growth factor II (IGF2) (Figure 3). In fish fed Diet 6 (Pro-Cision™ + SBM), IGF2 and CXC were significantly downregulated whereas others were upregulated with a significant upregulation in HAMP. Overall, all RNA sequencing data and RT-qPCR results were correlated (Table 6).

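The RT-qPCR fold changes of Table 6 were set against the log2 fold changes from edgeR for 13 contigs in the 5 comparisons, which gave 65 pairs. Myogenin was left out because the paper gives no identifier for it, and 40S ribosomal protein S19 was taken by its identifier in the supplementary tables of DEGs. The signs were the same in 47 of the 65 pairs. Across pairs, Pearson's r was 0.688 and Spearman's rho 0.604 (permutation p = 1e-05 for each, the smallest that 100000 resamples can give, and 2.5e-05 and 5e-05 after adjustment over 10 settings). Pairs of one contig and pairs with the same control fish are not independent. Without the 2 pairs farthest from the median RT-qPCR value, r was 0.579. Without 40S ribosomal protein S19, hepcidin and heat shock protein 70, whose identifiers differ between the paper's tables, r was 0.494 over 50 pairs (permutation p = 0.00024). Among the 4 alternatives that take more than 1 diet, this one moved r most. By diet, over the 13 contigs, r was 0.593 with Diet 2, 0.427 with Diet 3, 0.49 with Diet 4, 0.747 with Diet 5 and 0.909 with Diet 6 (permutation p = 0.0305, 0.142, 0.0886, 0.00554 and 0.00016). Spearman's rho was 0.478, 0.542, 0.632, 0.522 and 0.802 in the same order (permutation p = 0.101, 0.0583, 0.0231, 0.0715 and 0.0015). After adjustment over the 10 settings, r was past its test with Diets 2, 5 and 6 and rho with Diets 4 and 6. Without the 2 farthest contigs r was 0.55 to 0.676 with Diets 2, 3, 4 and 6 and 0.279 with Diet 5, so that the relation with Diet 5 rests on those contigs. All 5 signs were the same for DPP4, GSTF6, OMP, RPS19 and WDHD1, and 2 of 5 for CXC, IGHD, MHC2-Ab1 and PLK2. WDHD1 had log2 fold changes of 0.46 to 0.73 in the 5 comparisons, and without Diet 1 replicate 7 they were 1.32 to 1.62, with an adjusted p of 0.0174 for Diet 5. GSTF6 was a DEG with Diets 5 and 6 (log2 fold change 0.78 and 1.23), and without Diet 1 replicate 7 its adjusted p was also 0.0378 with Diet 2 and 0.0307 with Diet 4. PLK2 had a log2 fold change of -0.91 with Diet 2 (adjusted p = 0.0839), which was past the threshold without Diet 1 replicate 7 (0.0388) or Diet 2 replicate 2 (0.021). With Diet 6 it was -0.76 (adjusted p = 0.0554), and its adjusted p was 0.0499, 0.049, 0.0403 and 0.0485 without Diet 1 replicate 4, 6 or 7 or Diet 6 replicate 4. The paper states that the results of both methods were correlated.

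**Figure D1:**
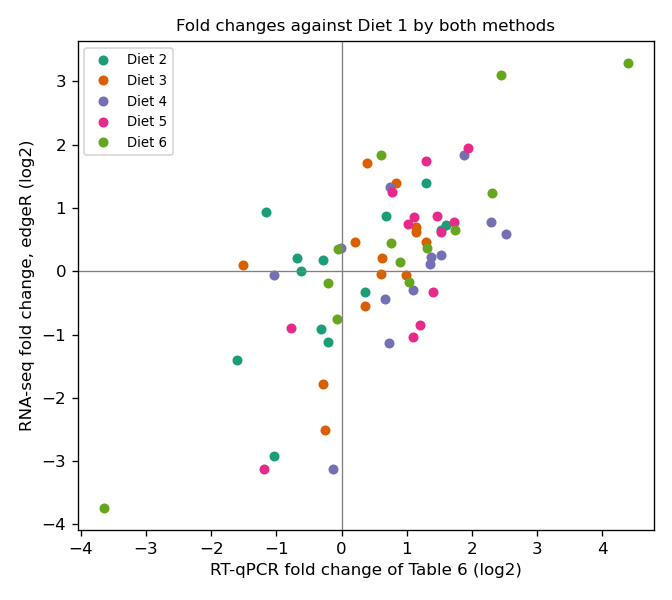
Log2 fold change by RNA sequencing (edgeR) against log2 fold change by RT-qPCR (Table 6), each relative to Diet 1. Each point is 1 contig in 1 comparison, 65 in all, of which 47 have the same sign by both methods.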

**FIGURE 2:**
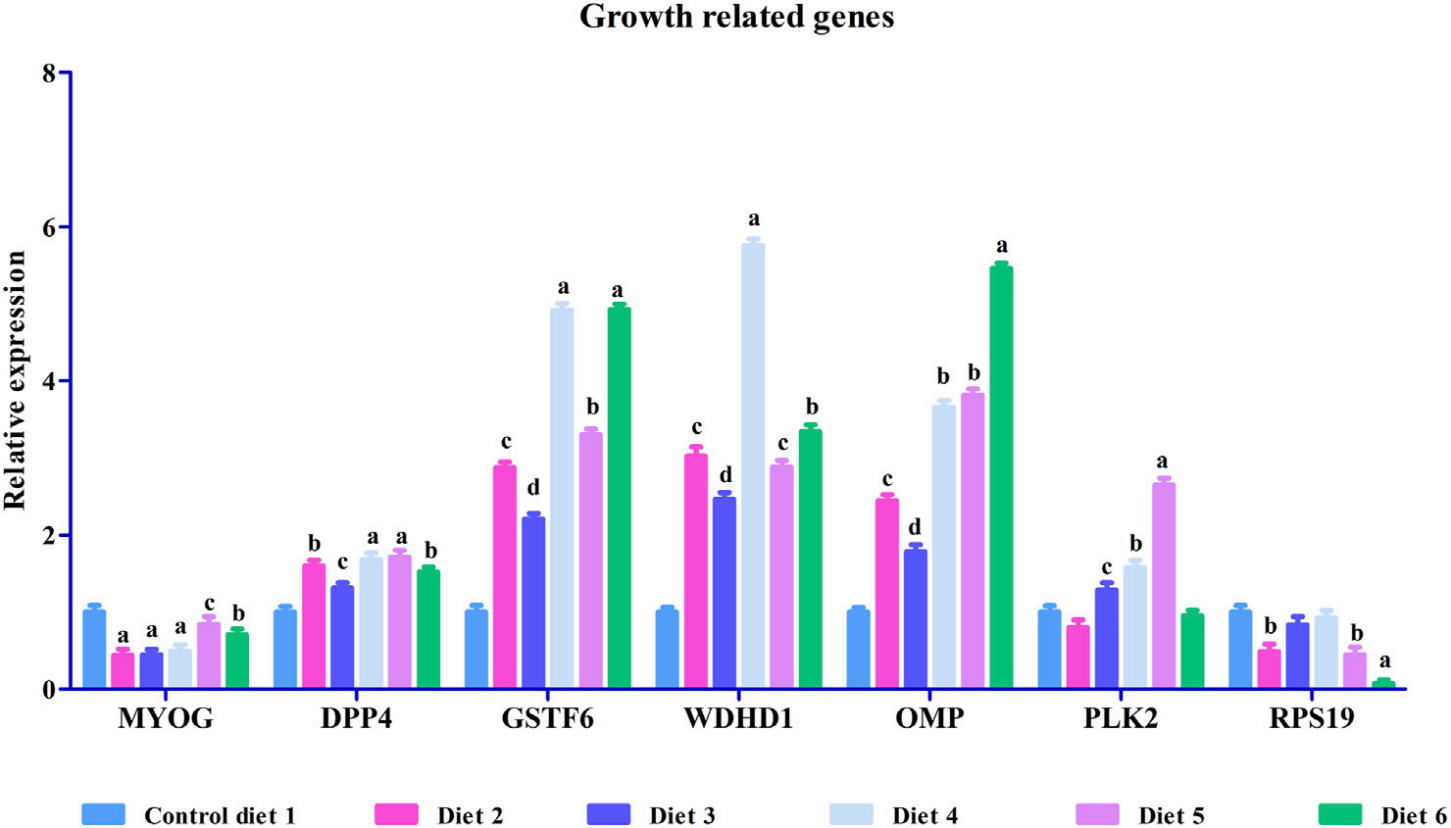
Relative mRNA expression of growth-related genes such as myogenin (MYOG), dipeptidyl peptidase 4-like (DPP4), glutathione S-transferase omega-1 (GSTF6), WD repeat and HMG-box DNA-binding protein1 (WDHD1), olfactory marker protein (OMP), serine/threonine-protein kinase PLK2 isoform 1 (PLK2) and 40S ribosomal protein S19 (RPS19) in liver in white bass fed with different experimental diets as measured by quantitative real-time PCR. Data are presented as mean ± SE (*n* = 9). Different alphabetical letters indicate significant difference with *p* < 0.05.

**FIGURE 3:**
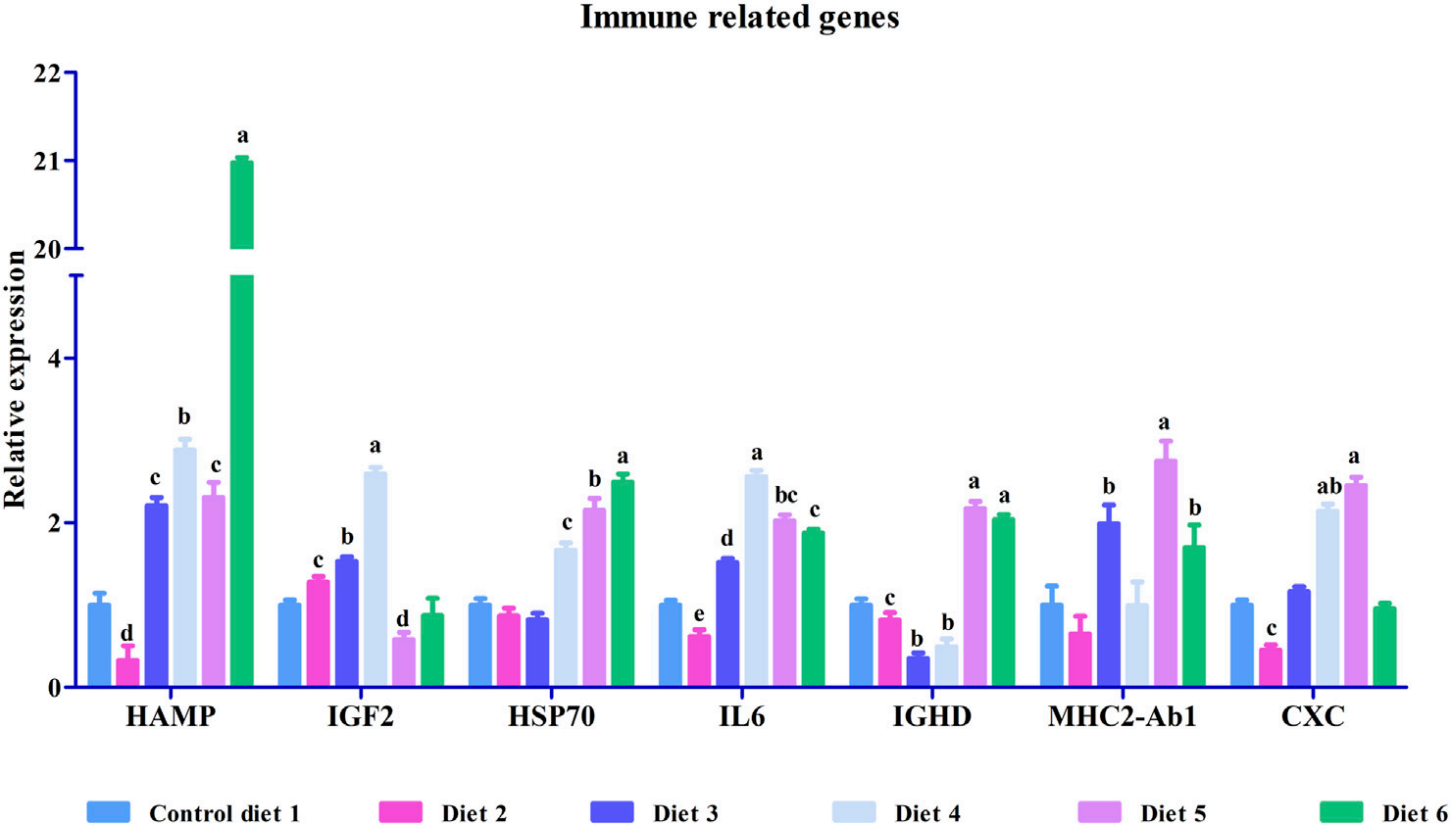
Relative mRNA expression of immune related genes such as hepcidin (HAMP), insulin-like growth factor II (IGF2), heat shock protein 70 (HSP70), interleukin-6 receptor subunit beta-like (IL6), immunoglobulin delta heavy chain (IGHD), MHC class II antigen beta chain (MHC2-Ab1) and C-X-C chemokine receptor type 2-like (CXC) in liver in white bass fed with different experimental diets as measured by quantitative real-time PCR. Data are presented as mean ± SE (*n* = 9). Different alphabetical letters indicate the significant difference with *p* < 0.05.

**TABLE 6:** Comparison of RNA-seq and RT-PCR fold change in the liver for the diets (1–6).

		Diet1:Diet2		Diet1:Diet3		Diet1:Diet4		Diet1:Diet5		Diet1:Diet6	
Gene	Feature	RT-PCR	RNAseq	RT-PCR	RNAseq	RT-PCR	RNAseq	RT-PCR	RNAseq	RT-PCR	RNAseq
HAMP	GAZY01116470.1	−3.03	ND	2.21	ND	2.88	ND	2.3	2.71	20.98	9.82
DPP4	GAZY01160786.1	1.60	ND	1.31	3.25	1.68	ND	1.71	2.55	1.52	3.58
GSTF6	GAZY01132657.1	2.88	1.56	2.21	1.61	4.91	1.71	3.3	1.59	4.93	2.35
WDHD1	GAZY01165759.1	3.02	ND	2.46	2.33	5.75	ND	2.88	1.67	3.34	ND
OMP	GAZY01122857.1	2.45	2.62	1.78	ND	3.66	3.57	3.82	4.42	5.46	8.71
RPS19	GAZY01160786.1	−2.04	-7.81	−1.19	ND	−1.09	−8.49	−2.27	−21.61	−12.5	−13.20
IGF2	GAZY01148153.1	1.28	ND	1.53	ND	2.59	ND	−1.72	−1.84	−1.15	−1.56
HSP70	GAZY01110915.1	−1.15	ND	−1.22	ND	1.66	ND	2.15	1.75	2.49	ND
PLK2	GAZY01152818.1	−1.25	−1.89	1.29	ND	1.58	ND	2.65	1.68	−1.05	−1.69
IL6	GAZY01162268.1	−1.61	ND	1.52	ND	2.56	ND	2.02	1.80	1.87	ND
IGHD	GAZY01140595.1	−1.22	ND	−2.86	ND	−2.04	ND	2.17	2.08	2.04	ND
MHC2-Ab1	GAZY01127610.1	−1.54	ND	1.99	ND	−1.01	ND	2.75	2.43	1.7	ND
CXC	GAZY01140604.1	−2.22	1.90	1.16	ND	2.14	ND	2.45	3.49	−1.04	ND

^a^ Growth related genes such as dipeptidyl peptidase 4-like (DPP4), glutathione S-transferase omega-1 (GSTF6), WD, repeat & HMG-box DNA-binding protein1 (WDHD1), olfactory marker protein (OMP), serine/threonine-protein kinase PLK2 isoform 1 (PLK2) and 40S ribosomal protein S19 (RPS19).

^b^ Immune related genes such as hepcidin (HAMP), insulin-like growth factor II (IGF2), heat shock protein 70 (HSP70), interleukin-6, receptor subunit beta-like (IL6), immunoglobulin delta heavy chain (IGHD), MHC, class II, antigen beta chain (MHC2-Ab1) and C-X-C chemokine receptor type 2-like (CXC).

^c^ ND (Not Determined).

## Discussion

RNA sequencing offers insights into an organism’s gene expression for a specific time and can be a useful analytical tool for identifying gene pathways affected by dietary changes in aquaculture species (Chávez-Calvillo et al., 2010; Shiel et al., 2017; Schroeter et al., 2018; Meiler and Kumar, 2021; Lorenz et al., 2022). This is the first published study to evaluate partial to total replacement of FM in diets for WB and their corresponding effects on gene expression. Rawles et al. (2022) reported that growth performance of WB fed an all-plant diet and a diet containing a commercially-blended protein product were reduced compared to fish fed diets containing FM (control) and a FM-free diet containing SBM and poultry by-product meal (PBM). The aim of this study was to utilize RNA sequencing to evaluate possible differences in gene expression in WB to changes in diet. Mechanisms and diet-related gene pathways that may be responsible for any observed changes are discussed.

### Differentially expressed genes compared to diet 1 (30%FM-control)

Changes in the liver transcriptome with replacement of FM by plant protein sources have been reported in previous studies on several fish species (Geay et al., 2011; Tacchi et al., 2012; Juárez et al., 2021). This is the first published report in which differential liver gene expression of WB fed diets containing different protein sources was analyzed. The study was focused on the liver because it is the main organ involved in the use of nutrients and is the main center of intermediary metabolism in animals (Panserat et al., 2009). In the present study, there were more differentially expressed genes (DEGs) in comparisons to Diet 1 (30%FM-control) when the test diet contained no FM and/or high levels of SBM (Diets 2, 5, and 6; 293, 651, 253 DEGs, respectively). The exception to this is Diet 4 (PBM + SBM), which replaced FM with PBM, where there were only 52 DEGs (Table 4).

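Test diets were also compared with each other directly by edgeR. Between Diets 2 and 4 there were 2 DEGs, and between Diets 4 and 6 there were 21. Diets 4 and 5 differed by 196 DEGs, and by 170 without the Diet 5 library with 755 counts. For these 3 pairs DESeq2 gave 39, 73 and 93 DEGs, and counts summed over the 3 fish of each T tag gave 0, 0 and 21. No DEG was found between Diets 3 and 4, with 150 contigs at an unadjusted p under 0.05 and 0 DEGs by DESeq2. From the number of DEGs in each comparison with Diet 1, the paper states that diets without fish meal or with high soybean meal gave more of them, and that Diet 4 was the exception.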

To further analyze each of the dietary comparisons, we looked for DEGs potentially involved in metabolic pathways and oxidative stress, immune function, and apoptosis. While there were certainly many more functions impacted, given the nature of the study and the composition of test diets, it seemed most prudent to focus on these areas. For a more detailed look at all DEGs by test diet comparisons, refer to the Supplementary Tables S2–S6.

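For 44 combinations of a contig that could be matched and a comparison, the following sections of the paper state a fold change. By edgeR, 42 of them got a fold change, and all 42 had the sign that the paper gives. The other 2, trehalase with Diet 3 and spondin-2 with Diet 4, were under the minimum mean count. With p adjusted over all contigs tested, 22 were DEGs by edgeR. With p adjusted over the list alone, 39 were past 0.05, but the study had chosen the list on these samples, so that the latter number is not independent evidence. By diet, the DEGs over all contigs were 0 of 5 with Diet 2, 0 of 2 with Diet 3, 0 of 7 with Diet 4, 13 of 17 with Diet 5 and 9 of 13 with Diet 6.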

### Metabolism

The capability of the liver to maintain the balance between the intake and release of glucose plays an essential role in the maintenance of the homeostasis of glucose in the blood (Wu et al., 2001). In this study, glucose and fatty acid metabolism DEGs were mainly affected by the inclusion level of SBM and/or the absence of animal proteins. Specific DEGs in each of these test comparisons using the control diet (Diet 1) as baseline will be discussed in more detail in the following sections.

#### Diet 1 (30%FM-control) vs. Diet 2 (15%FM + SBM)

In this test comparison, several DEGs involved in metabolism were identified in fish fed Diet 2 relative to fish fed Diet 1. The most striking result is the decrease in insulin (INS; -57.33-fold) in fish fed Diet 2 relative to fish fed Diet 1, with this being the largest DEG by magnitude in this comparison. This could demonstrate higher circulating levels of glucose in fish fed Diet 2, necessitating the higher insulin demand. 

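Insulin (INS) was counted in few livers. Over the 9 fish fed Diet 1 there were 544 counts, of which 397 were in replicate 7 and 138 in replicate 6, and 4 of the 9 fish had no count. Over the 9 fish fed Diet 2 there were 4 counts, with at most 2 in any fish. The mean was 6.98 ± 14.3 CPM with Diet 1 and 0.0429 ± 0.0852 CPM with Diet 2. Its log2 fold change was -6.95 (SE 1.64, edgeR adjusted p = 0.106), and without Diet 1 replicate 7 it was -5.59. An exact permutation test on log2 CPM gave p = 0.0905 (two-sided, n = 9 per group), and DESeq2 gave no adjusted p. With the exocrine score as a covariate the log2 fold change was -4.37 (edgeR adjusted p = 0.628). From the decrease, the paper proposes higher circulating glucose in fish fed Diet 2.

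**Figure D2:**
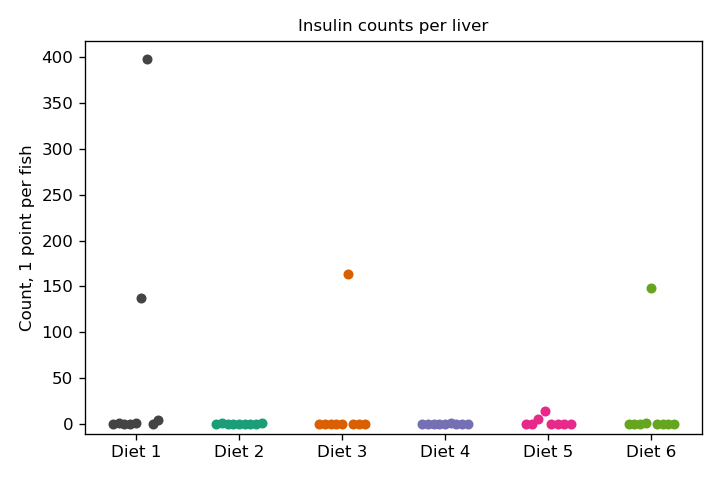
Insulin counts per fish by diet, 1 point per fish, for the 53 libraries other than the one with 755 counts. Of these, 5 fish have 10 or more counts, 2 of them fed Diet 1, where the highest are 397 and 138, and the highest with Diet 2 is 2.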

Diet 2 contained the highest amount of SBM inclusion (Table 1) of any of the test diets, and clearly replacement of FM with SBM decreased plasma insulin, as has been observed in other fish species (Zhang et al., 2019). Additionally, 6-phosphofructo-2-kinase/fructose-2,6-bisphosphatase 4 (PFKFB4; −3.12) can reduce hepatic glucose production by increasing glycolysis and inhibiting gluconeogenesis, thereby lowering blood glucose, indicating possible lower glucose demand in fish fed Diet 2 (Wu et al., 2001). 

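PFKFB4 fell from 128 ± 63.6 CPM with Diet 1 to 40.8 ± 23.0 CPM with Diet 2, and all 9 fish fed Diet 2 were below the Diet 1 median. This was a log2 fold change of -1.63 (SE 0.358), with an edgeR adjusted p of 0.0839 and a DESeq2 adjusted p of 0.000679. Without Diet 1 replicate 7, in which PFKFB4 was lower than in the other fish fed Diet 1, the log2 fold change was -1.77 and the edgeR adjusted p 0.0108.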

Interestingly, this gene is also associated with the adaptation of carnivorous fish to diets including plant meals (Metón et al., 2000). Glucose-6-phosphate 1-dehydrogenase (G6PD; 1.68-fold) is the rate-limiting enzyme of the oxidative pentose phosphate pathway (PPP) (Ge et al., 2020). G6PD gene expression, which plays a role in glucose oxidation and increased gluconeogenesis, has been previously shown to be increased in fish after high-carbohydrate feeding (Jiang et al., 2019). Overall, fish fed Diet 2 had significant differential expression of genes involved in metabolic activity, particularly glucose metabolism (Supplementary Table S2).

#### Diet 1 (30%FM-control) vs. Diet 3 (15%FM + PBM + SBM)

In this test comparison, only 11 genes were differentially expressed in fish fed Diet 3 relative to fish fed Diet 1. 

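Dipeptidyl peptidase 4-like (DPP4) rose from 4.43 ± 2.67 CPM with Diet 1 to 14.5 ± 11.5 CPM with Diet 3. Its log2 fold change was 1.70 (SE 0.468, edgeR adjusted p = 0.892, DESeq2 adjusted p = 0.16), and 8 of the 9 fish were above the Diet 1 median. Trehalase (TREH) was under the minimum mean count for edgeR, with 79 counts over the 9 fish fed Diet 3. Against the single count with Diet 1 the ratio of counts to library totals was 70.9 (95% counting interval 12.4 to 2840), and without Diet 1 replicate 1, which held that count, it was at least 20.9-fold higher against a floor of 3 counts over the group. DESeq2 gave trehalase an adjusted p of 0.0909. With Diet 3, 7 of the 9 fish had at least 1 count of it.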

Only 2 DEGs are associated with metabolism, including dipeptidyl peptidase 4 (DPP4; 3.25-fold) and trehalase (TREH; 29.33-fold). DPP4 is a well-characterized gene which regulates peptide hormones and regulates the endocrine pathway, and when inhibited enhances postprandial metabolism and can be used to treat hyperglycemia (Trzaskalski et al., 2020).

#### Diet 1 (30%FM-control) vs. Diet 4 (PBM + SBM)

In this test comparison, only 52 genes were differentially expressed in the FM diet relative to FM-free diet, including insulin receptor substrate 2 (IRS2; −1.56-fold) and glucose-6-phosphate 1-dehydrogenase (G6PD; 1.80-fold). These genes are involved in insulin regulation and glucose metabolism. 

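IRS2 fell from 25.9 ± 6.68 CPM with Diet 1 to 16.3 ± 3.01 CPM with Diet 4 and was below the Diet 1 median in 9 of 9 fish. IRS2 thus had a log2 fold change of -0.65 (SE 0.151), with an adjusted p of 0.138 by edgeR and 0.0297 by DESeq2.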

IRS2 has been shown to control adipose tissue function and glucose metabolism as well as mediating insulin’s actions (Turaihi et al., 2018). With IRS2 being downregulated in fish fed Diet 4 relative to fish fed Diet 1, this may indicate that there could be adipose tissue activity in Diet 4-fed fish. As stated earlier, G6PD plays a role in glucose oxidation and gluconeogenesis (Metón et al., 2000), which given the upregulation in fish fed Diet 4 could indicate higher metabolic activity. 

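Olfactory marker protein (OMP) was at 1.29 ± 0.639 CPM with Diet 1, and at 3.45 ± 2.94 CPM with Diet 2, 4.69 ± 3.38 with Diet 4, 5.08 ± 2.76 with Diet 5 and 11.6 ± 6.16 with Diet 6. With Diet 6 the log2 fold change was 3.10 (SE 0.316, edgeR adjusted p = 2.77e-05), and all 9 fish were above every fish fed Diet 1 (exact permutation test on log2 CPM, two-sided p = 4.1e-05, the smallest that 9 fish against 9 allow). With Diet 5 it was 1.95 (SE 0.352, adjusted p = 0.00363), and 7 of 8 fish were above every fish fed Diet 1. The log2 fold change was 1.83 (SE 0.475) with Diet 4, where the adjusted p was 0.217 by edgeR and 0.0199 by DESeq2, and 1.39 with Diet 2 (adjusted p = 0.378) and with Diet 3.

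**Figure D3:**
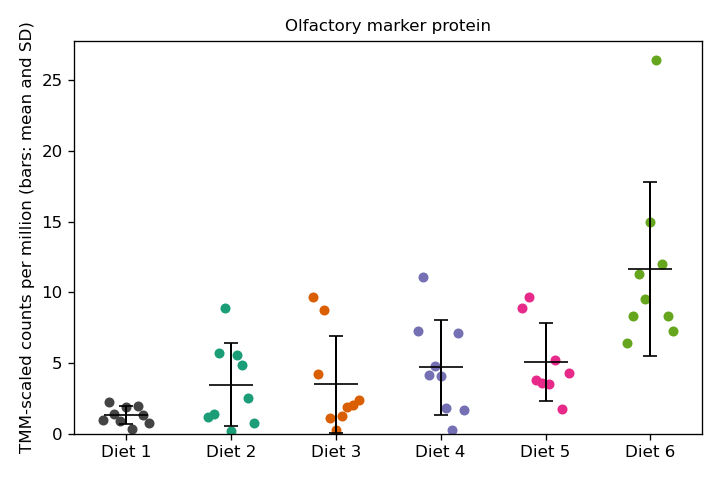
CPM of olfactory marker protein by diet, 1 point per fish, with the mean and SD as bars. The mean is 1.29 with Diet 1 and 11.6 with Diet 6, where all 9 fish lie above every fish fed Diet 1.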

There was also a higher expression of olfactory marker protein (O2; 3.57-fold) in this study which indicates the acceptability of the SPC, CM and commercial protein blend. Previous studies related to plant diet indicated the higher expression of olfactory proteins raises the potential that various extrinsic variables involving olfactory sensing such as locating food, hunger pains, and even the need to avoid predators, play a substantial part in the control of eating behavior in rainbow trout (Heraud et al., 2022).

#### Diet 1 (30%FM-control) vs. Diet 5 (all-plant)

In this test comparison, several DEGs involved in metabolism were identified in fish fed Diet 5 relative to fish fed Diet 1, including acyl-CoA synthetase family member 2 (ACSS2; -2.77-fold), insulin-like growth factor II (IGFII; −1.84-fold), ATP synthase F(0) complex subunit C3 (ATP5G3; −1.59-fold), acyl-CoA desaturase (FADS2; 6.98-fold), ATP-citrate synthase (ACLY; 5.70-fold), insulin-like growth factor-binding protein 3 (IGFBP3; 2.98-fold), and glucose-6-phosphate 1-dehydrogenase (G6PD; 2.34-fold). 

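With Diet 5 (n = 8), acyl-CoA synthetase family member 2 fell from 15.1 ± 6.22 to 5.31 ± 2.76 CPM (log2 fold change -1.51, SE 0.301, edgeR adjusted p = 0.00528) and was below the Diet 1 median in 8 of 8 fish. ATP5G3 fell from 184 ± 46.6 to 117 ± 35.7 CPM (log2 fold change -0.65, adjusted p = 0.0407). Its adjusted p was 0.0501 to 0.0737 without any 1 of 12 fish, Diet 1 replicate 1, 3, 5, 6, 8 or 9 or Diet 5 replicate 1, 2, 4, 5, 6 or 8. The contig that the paper calls FADS2 is named acyl-CoA desaturase, and a different contig is named fatty acid desaturase 2. Acyl-CoA desaturase rose from 408 ± 450 to 2455 ± 3435 CPM (log2 fold change 2.52, SE 0.655, adjusted p = 0.0218). Without Diet 5 replicate 3 its log2 fold change was 1.60 (adjusted p = 0.0764), and without Diet 1 replicate 7 it was 3.14. ATP-citrate synthase (ACLY) had a log2 fold change of 2.22 (SE 0.799), with an adjusted p of 0.084 by edgeR and 0.00209 by DESeq2. It was 3.37 (adjusted p = 0.00384) without Diet 1 replicate 7 and 0.55 without Diet 5 replicate 3. For IGFBP3 the log2 fold change was 1.45 (adjusted p = 0.0424) and 7 of 8 fish were above the Diet 1 median. It was 0.95 (adjusted p = 0.14) without Diet 5 replicate 3, and its adjusted p was 0.0501 to 0.0759 without any 1 of 13 other fish, Diet 1 replicate 1, 2, 3, 4, 5, 6, 8 or 9 or Diet 5 replicate 1, 4, 5, 7 or 9. DPP4 was higher by a log2 fold change of 1.26 (SE 0.45, adjusted p = 0.0826).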

ACSS2 plays a key role in lipogenesis (Xu et al., 2018). 

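Insulin-like growth factor II fell from 108 ± 33.6 CPM with Diet 1 to 57.9 ± 24.5 CPM with Diet 5 (log2 fold change -0.90, SE 0.224, edgeR adjusted p = 0.0179), and all 8 fish were below the Diet 1 median. With Diet 6 it was at 96.8 ± 23.4 CPM (log2 fold change -0.18, SE 0.173, adjusted p = 0.689).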

IGFII plays a key role in cell regulation and growth, and interestingly, while there was a clear difference in expression in the current study between fish fed Diet 1 and fish fed Diet 5 (all-plant), previous studies in tilapia have demonstrated that IGFII was not influenced by diet (Herath et al., 2018). It should be noted, however, that Herath et al. (2018) formulated their FM-free diet to contain PBM; thus, it was not an all-plant diet as in the present study. FADS2 is the key enzyme in long-chain polyunsaturated fatty acid (LC-PUFA) biosynthesis. Importantly to fish fatty acid metabolism, ACLY is involved in the production of acetyl-CoA, before FADS2 converts dietary PUFAs, such as linoleic acid and alpha-linolenic acid into HUFAs, such as DHA.

#### Diet 1 (30%FM-control) vs. Diet 6 (Pro-Cision™ + SBM)

In this test comparison, several DEGs involved in metabolism were identified in fish fed Diet 6 relative to fish fed Diet 1, including fructose-1,6-bisphosphatase 1 (FBP1; -2.34-fold), several cytochrome c oxidases (CCO subunit 1; -1.79-fold; subunit 4, -1.75-; subunit 2, -1.63-fold), several mitochondrial NADH dehydrogenases (subunit 2; -1.82-fold; subunit 5; -1,79-fold), ATP synthase F(0) complex subunit C2 (ATP5MC2; -1.56-fold), glucose-6-phosphate 1-dehydrogenase (G6PD; 2.18-fold), and electron transfer flavoprotein-ubiquinone oxidoreductase (ETFQO; 1.7-fold). 

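FBP1 fell from 934 ± 255 CPM with Diet 1 to 405 ± 199 CPM with Diet 6 (log2 fold change -1.23, SE 0.24, edgeR adjusted p = 0.011). Cytochrome c oxidase subunit 1 fell from 23610 ± 4404 to 13410 ± 4225 CPM (log2 fold change -0.84, adjusted p = 0.0345), and its adjusted p was 0.0505 to 0.0727 without any 1 of 10 fish, Diet 1 replicate 1, 5, 6, 8 or 9 or Diet 6 replicate 3, 5, 6, 8 or 9. Subunit 2 had a log2 fold change of -0.71 (adjusted p = 0.0223, 0.0506 without Diet 1 replicate 5 and 0.0517 without Diet 6 replicate 8), and subunit 4 of -0.81 (adjusted p = 0.0216, 0.0505 without Diet 6 replicate 9). NADH dehydrogenase subunit 5 was a DEG (log2 fold change -0.85, adjusted p = 0.0167). Subunits 1 and 2 were not, with log2 fold changes of -0.81 (adjusted p = 0.0612, 0.0175 without Diet 6 replicate 1) and -0.87 (adjusted p = 0.0517). For subunit 2 the adjusted p was 0.0336, 0.0245, 0.0445 and 0.0329 without Diet 1 replicate 3 or Diet 6 replicate 1, 6 or 7. The ATP synthase subunit C2 fell from 972 ± 174 to 629 ± 130 CPM (log2 fold change -0.65, SE 0.138). Each of these contigs was below the Diet 1 median in 8 or 9 of the 9 fish. DPP4 rose to 16.1 ± 10.4 CPM with Diet 6 (log2 fold change 1.83, adjusted p = 0.0294), with an adjusted p of 0.0522 to 0.07 without any 1 of 8 fish, Diet 1 replicate 2, 5, 6, 8 or 9 or Diet 6 replicate 5, 8 or 9.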

CCOs, NADH dehydrogenases, and ATP synthases are involved in the respiratory electron transport chain, while G6PD is involved in the PPP and FBP1 is a key protein in gluconeogenesis via glycolysis. 

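Electron transfer flavoprotein-ubiquinone oxidoreductase (ETFQO) was at 24.1 ± 9.02 CPM in fish fed Diet 6 and at 13.9 ± 5.85 CPM in fish fed Diet 1, and 9 of 9 fish fed Diet 6 were above the Diet 1 median. The change was a log2 fold change of 0.76 (SE 0.238), with an edgeR adjusted p of 0.113, which was 0.0479 without Diet 1 replicate 3.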

Fish fed Diet 6 had much lower metabolic activity relative to fish fed Diet 1, but exhibited higher glycolytic activity, while the latter fish had higher PPP and ETFQO activity. ETFQO is a key component of the electron transport chain, and it acts as a key linkage between the oxidation of fatty acids and some amino acids to the mitochondrial respiratory chain (Zhang et al., 2006).

### Oxidative stress, immune function, and apoptosis

Multiple links have been made between diet, growth performance, and immune response capability (Burrells et al., 2001; Hossain et al., 2016; Kader et al., 2018). It is in this context that we take a closer look at DEGs within each of these test diet comparisons to the control diet (Diet 1).

One of the initial lines of defense used by fish against infections consisted of small peptides known as antimicrobial peptides (AMPs). Fish hepcidins have been discovered in at least 37 fish species since they were initially discovered and isolated for the first time from the hybrid striped bass (Hirono et al., 2005). The liver and kidneys have high levels of fish hepcidin expression, while the heart, brain, skin, gut, blood cells, spleen, stomach, and muscle have low levels of expression. These hepcidin are short, cysteine-rich peptide discovered in fish in two forms, HAMP1 and HAMP2 (Neves et al., 2017). Hepcidin was found to be upregulated in almost all the diet groups including poultry by-product meal (PBM), soy protein concentrate (SPC), canola meal (CM) and a commercial protein blend (Pro-Cision™), except diet 2 soybean meal (SBM) (Table 6). 

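The hepcidin contig of Table 6 rose from 69.4 ± 51.6 CPM with Diet 1 to 691 ± 248 CPM with Diet 6 (log2 fold change 3.28, SE 0.535, edgeR adjusted p = 0.0026), and all 9 fish were above every fish fed Diet 1. With the other diets it was not a DEG. The log2 fold change was -1.41 with Diet 2 (adjusted p = 0.594), 0.62 with Diet 3 (0.998) and 0.26 with Diet 4 (0.932), where it was -0.07 without Diet 4 replicate 2. With Diet 5 it was at 38.3 ± 46.8 CPM (log2 fold change -0.86, SE 0.698, adjusted p = 0.481). A different contig, named hepcidin 2 variant 2, was higher with Diet 5 (log2 fold change 1.27, SE 0.341, adjusted p = 0.0253). It was chosen after its values were seen, and its adjusted p was 0.0516, 0.0604 and 0.0578 without Diet 1 replicate 6 or Diet 5 replicate 5 or 6.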

Previous study has shown that these bass hepcidin can significantly reduce bacteria, fungi and yeast (Lauth et al., 2005; Shen et al., 2019). Further, numerous physiological and pathological processes have been linked to ribosomal proteins, and many of them act as antimicrobial proteins in the body’s response to infections. Ribosomal proteins can function as antimicrobial proteins in eukaryotic innate immune systems. The 40S19 was shown to be significantly downregulated in all the test diets.

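40S ribosomal protein S19 was at 6.91 ± 5.65 CPM with Diet 1, 0.827 ± 1.61 CPM with Diet 5 and 0.519 ± 0.634 CPM with Diet 6. The log2 fold change was -2.93 with Diet 2, -2.51 with Diet 3, -3.12 with Diet 4, -3.13 with Diet 5 and -3.74 with Diet 6, and every fish fed a test diet was below the Diet 1 median. By edgeR it was a DEG with Diet 5 (adjusted p = 0.0186) and Diet 6 (0.0142), and the adjusted p was 0.108, 0.892 and 0.12 with Diets 2, 3 and 4. With Diet 2 it was 0.0452 without Diet 1 replicate 8. The log2 fold change with Diet 5 was -4.58 without Diet 5 replicate 9, and that with Diet 6 was -4.34 without Diet 6 replicate 7. Within diets, this contig followed the exocrine score with the highest r of the 114 named contigs on no marker list (Pearson's r = 0.755, Spearman's rho = 0.746, permutation p = 1e-05 for each, adjusted p = 0.000228). Without the 2 fish farthest from the median score r was 0.739, and it was 0.632 to 0.812 within L tags. With the score as a covariate, the log2 fold change was -1.51, -1.17, -0.80, -1.21 and -1.72 with Diets 2 to 6, with an adjusted p of 0.203 for Diet 5 and 0.134 for Diet 6.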

#### Diet 1 (30%FM-control) vs. Diet 2 (15%FM + SBM)

In this test comparison, several DEGs involved in immune function and apoptosis were identified in fish fed Diet 2 relative to fish fed Diet 1, with a few of the key DEGs discussed below. The complement regulatory protein DAF blocks complement deposition on host cells, which also acts as a regulator of phagocytosis of cells (Dernstedt et al., 2021). Heat shock protein 70 (HSP70; -2.20-fold) and hypoxia up-regulated protein 1 (HYOU1; -1.84-fold) are key regulators of cellular stress. 

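Complement decay-accelerating factor fell from 4.33 ± 1.90 CPM with Diet 1 to 1.17 ± 1.36 CPM with Diet 2 (log2 fold change -1.83, SE 0.621, edgeR adjusted p = 0.312). All 9 fish were below the Diet 1 median (exact permutation test on log2 CPM, two-sided p = 0.00136, not adjusted for the contigs tested). The heat shock protein 70 contig of Table 6 was at 1.68 ± 2.91 CPM with Diet 1 and 0.767 ± 0.457 CPM with Diet 2 (log2 fold change -1.12, SE 0.795, adjusted p = 0.732), and 4 of 9 fish were below the Diet 1 median. Its log2 fold change was 0.00 without Diet 1 replicate 3, and 0.05 and 0.34 in the fits with the replicate number and with the T tag as a block. Hypoxia up-regulated protein 1 could not be matched to a contig through the supplementary tables, and no value is given for it.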

HSP70 has been well studied in many animal models and plays a key role in protein folding and has an important role in the response to oxidative stress (Turner et al., 1999), and its overexpression usually indicates that cells are suffering from oxidative stress. HYOU1 can induce an unfolded protein response in the endoplasmic reticulum as a response to cellular stress (Rao et al., 2021). 

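Apoptosis-inducing factor 3 rose from 1.14 ± 0.418 CPM with Diet 1 to 2.15 ± 0.605 CPM with Diet 2 and was above the Diet 1 median in 9 of 9 fish. By edgeR the log2 fold change was 0.91 (SE 0.287, adjusted p = 0.266).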

Apoptosis-inducing factor 3 (AIFM3; 1.88-fold) is part of a cascade that contributes to mitochondrial cell death and participates in the assembly of the respiratory chain as part of normal mitochondrial bioenergetics (Bano and Prehn, 2018). However, long term exposure to oxidative stress has also been shown to induce apoptosis (Dastor and Dreyer, 2001).

#### Diet 1 (30%FM-control) vs. Diet 4 (PBM + SBM)

In this test comparison, several DEGs involved in immune function and apoptosis were identified in fish fed Diet 4 relative to fish fed Diet 1, a few of which will be discussed further below. Spondin-2 (SPON2; -11.13-fold) expression identifies pathogens and triggers an immune response (Klar et al., 1992). Von Willebrand factor A domain-containing protein 7 (VWA7; -9.84-fold) is part of the major histocompatibility complex class III region, which has traditionally been associated with the inflammation response region of the MHC (Deakin et al., 2006). MPV17-like (MPV17L; -5.94-fold) is located in the membrane of the peroxisome and is involved in the regulation of several reactive oxygen species, including glutathione peroxidase and several catalase genes (Iida et al., 2006). Beta-galactoside-binding lectin-like (BGBP; -3.43-fold) is a negative regulator of the cell cycle and plays a role in T cell immune response (Allione et al., 1998). Each of these immune and cellular stress genes is more upregulated in fish fed Diet 4 than in fish fed Diet 1, indicating that these fish were experiencing cellular stress, possibly due to the presence of dietary factors such as ANFs. 

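Spondin-2, VWA7, MPV17L and the beta-galactoside-binding lectin were lower in fish fed Diet 4 than the Diet 1 median in 9 of 9 fish. VWA7 fell from 3.89 ± 4.67 to 0.398 ± 0.298 CPM (log2 fold change -3.23, SE 0.709, adjusted p = 0.12 by edgeR and 0.0011 by DESeq2). MPV17L fell from 2.76 ± 1.99 to 0.456 ± 0.441 CPM (log2 fold change -2.52, SE 0.692, adjusted p = 0.24 by edgeR and 0.0203 by DESeq2). The lectin fell from 87.6 ± 64.1 to 25.5 ± 14.7 CPM (log2 fold change -1.77, SE 0.459, adjusted p = 0.217 by edgeR and 0.0411 by DESeq2). Spondin-2 was under the minimum mean count for edgeR, with 76 counts over the 9 fish fed Diet 1 and 8 over the 9 fed Diet 4, and its log2 fold change by DESeq2 was -3.48 (adjusted p = 0.00576). Across fish, within diets, MPV17L and the lectin followed the exocrine score (Pearson's r = 0.559 and 0.754, Spearman's rho = 0.649 and 0.783, permutation p = 1e-05 for each, adjusted p = 0.000228 over the 114 named contigs on no marker list). They are 2 of the 5 among those 114 with an r above 0.5. Without the 2 fish farthest from the median score r was 0.532 and 0.736, and within L tags it was 0.312 to 0.841 and 0.455 to 0.872. With the score as a covariate their log2 fold changes were -0.96 and -0.64. The paper concludes that fish fed Diet 4 experienced cellular stress, possibly from antinutritional factors.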

Immune response to ANFs has been demonstrated in numerous studies involving alternative formulations, including soy and alternative animal protein diets. Caballero-Solaros et al. (2018) demonstrated changes in numerous immune response genes in Atlantic salmon fed FM, animal byproduct meal, or soy protein concentrate, with more genes differentially expressed in fish fed the plant protein diet. Likewise, Juárez et al. (2021) found higher activation of immune response genes in juvenile Pacific yellowtail (*Seriola lalandi*) fed a 25% SBM feed compared to a FM feed.

#### Diet 1 (30%FM-control) vs. Diet 5 (all-plant)

In this test comparison, several DEGs involved in immune function and apoptosis were identified in fish fed Diet 5 relative to fish fed Diet 1, a few of which will be discussed further below. Tumor necrosis factor ligand superfamily member 12 (TNFSF12; -2.35-fold) works with other proapoptotic TNFSF ligands to facilitate cytotoxicity in many cell types, including activated monocytes, dendritic cells, NK cells, and T cells (Wang et al., 2013). Death-associated protein 1 (DAP1; -1.71-fold) is known to function both in apoptosis and autophagy (Xia et al., 2017). 

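TNFSF12 fell from 15.2 ± 6.76 CPM with Diet 1 to 6.80 ± 1.44 CPM with Diet 5 (log2 fold change -1.16, SE 0.242, edgeR adjusted p = 0.00688), and 8 of 8 fish were below the Diet 1 median. DAP1 fell from 250 ± 54.7 to 147 ± 29.2 CPM (log2 fold change -0.78, SE 0.151, adjusted p = 0.00449), and 7 of the 8 fish were below every fish fed Diet 1.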

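Oxidation resistance protein 1 (OXR1) fell from 20.9 ± 2.75 CPM with Diet 1 to 12.9 ± 3.93 CPM with Diet 5. This gave a log2 fold change of -0.69 (SE 0.163), with an adjusted p of 0.0137 by edgeR and 0.153 by DESeq2, and 7 of 8 fish were below every fish fed Diet 1.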

Oxidation resistance protein 1 (OXR1; -1.61-fold) is a gene which has previously been shown to be induced under oxidative stress and is vital for defense against reactive oxygen species (Oliver et al., 2011). Complement C4 (C4; 1.59-fold) is one of the chief constituents of innate immunity which participates in a pathway that is responsible for the immediate recognition and elimination of invading microbes and plays an essential role in both the classical and lectin complement pathways (Wang and Liu, 2021). Macrophage-expressed gene 1 protein (MPEG1; 1.68-fold) is responsible for encoding a protein responsible for host defense against invading pathogens (Benard et al., 2015). Caspase recruitment domain-containing protein 19 (CARD19; 1.69-fold) appears to be involved in the regulation of mitochondrial function which affects pro-inflammatory innate immune responses (Rios et al., 2018). 

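Complement C4 was at 1911 ± 661 CPM with Diet 1 and 2787 ± 701 CPM with Diet 5 (log2 fold change 0.48, SE 0.229, edgeR adjusted p = 0.193). MPEG1 rose from 10.8 ± 3.11 to 17.6 ± 3.97 CPM (log2 fold change 0.71, SE 0.181, adjusted p = 0.021). CARD19 rose from 7.18 ± 3.11 to 12.5 ± 2.94 CPM (log2 fold change 0.80, SE 0.215, adjusted p = 0.0253). The adjusted p of CARD19 was 0.0542, 0.0559, 0.0517 and 0.0566 without Diet 1 replicate 6 or 9 or Diet 5 replicate 3 or 5. Both MPEG1, in 7 of 8 fish, and CARD19, in 8 of 8, were above the Diet 1 median.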

Toll-like receptor 8 (TLR8; 1.82-fold) is one of many toll-like receptors that function by sensing distinct pathogen associated molecular patterns and initiate inflammatory reactions important for innate and adaptive immune responses (Moen et al., 2019). The major histocompatibility complex (MHC) class II molecules (MHC class II; 2.43- fold) involved in the presenting of the processed antigens to the CD4(+) T-lymphocytes for the commencement of the antigen-specific immune response (Deakin et al., 2006) (Table 5 and Supplementary Table S7).

In the current study, there was significantly higher expression of immune genes with the GO analyzed by GSEA. 

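Toll-like receptor 8 rose from 3.28 ± 0.948 CPM with Diet 1 to 5.72 ± 2.85 CPM with Diet 5 (log2 fold change 0.80, SE 0.251, edgeR adjusted p = 0.0508). Its adjusted p was 0.045, 0.0431 and 0.0346 without Diet 1 replicate 2 or 7 or Diet 5 replicate 4. The MHC class II antigen beta chain was at 0.757 ± 0.476 and 1.41 ± 1.01 CPM (log2 fold change 0.87, SE 0.599, adjusted p = 0.391).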

The increased expression of immune related genes in the present study indicates the activation of innate and adaptive immune system, as indicated by significant mRNA expression of genes related to inflammatory responses, including proinflammatory cytokines of TNF-α, IL1β, IL6, and IL8 as these act as biomarkers for the activation of inflammatory responses (Han et al., 2022). 

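Of the receptors and chains measured by RT-qPCR, C-X-C chemokine receptor type 2-like had a log2 fold change of 1.74 with Diet 5 (SE 0.326, edgeR adjusted p = 0.00422), and all 8 fish were above every fish fed Diet 1. Interleukin-6 receptor subunit beta-like had a log2 fold change of 0.75 (SE 0.133, adjusted p = 0.00316), and the immunoglobulin delta heavy chain of 0.86 (adjusted p = 0.106). From the increased expression of immune-related genes, the paper concludes that the innate and adaptive immune systems were activated.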

Further, the two highest upregulated genes in WB fed all plant proteins were claudin-15 (∼26-fold) and matrix metalloprotease 16 (∼45-fold), which are responsible for tight junction permeability and glucose metabolism, as well as tissue remodeling and immunity. 

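Claudin-15-like had 19 counts with Diet 1, all of them in replicate 4, and 396 counts over the 8 fish fed Diet 5, with means of 0.188 ± 0.565 and 4.36 ± 4.29 CPM. By edgeR the log2 fold change was 4.32 (SE 1.0, adjusted p = 0.0127). Without Diet 1 replicate 4 every fish fed Diet 1 was at 0, and the ratio for claudin-15-like was at least 117 against a floor of 3 counts over the group. This bound does not hold with that fish included, and it takes in no spread between fish. Matrix metalloproteinase-16-like rose from 0.498 ± 0.477 to 17.9 ± 20.0 CPM (log2 fold change 5.18, SE 0.749, adjusted p = 0.000873), and 7 of 8 fish were above every fish fed Diet 1.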

Over our results indicate that an all-plant protein diet greatly perturbs the white bass immune system and inflammasome.

#### Diet 1 (30%FM-control) vs. Diet 6 (Pro-Cision™ + SBM)

In this test comparison, several DEGs involved in immune function and apoptosis were identified in fish fed Diet 6 relative to fish fed Diet 1, some of which will be discussed below. As mentioned earlier, Complement C4 (C4; -1.72-fold) is one of the chief constituents of the complement immune response and apoptosis-inducing factor 3 (AIF3; 1.86-fold) is part of a cascade that contributes to mitochondrial cell death. Complement C5 (C5; -1.65-fold) plays an important role in the inflammatory and cell killing processes of the complement system. Complement C1 is a large complex within the complement that triggers the destruction of invading pathogens via lysis or by stimulation of innate and adaptive immune processes, with C1r-A subcomponent (C1r; -1.73-fold) being the auto-activation subunit following pathogen binding (Almitairi et al., 2018). All of these genes were upregulated in fish fed Diet 6 except AIF3. 

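Complement C5 fell from 8208 ± 1367 CPM with Diet 1 to 4973 ± 1238 CPM with Diet 6 (log2 fold change -0.75, SE 0.153, edgeR adjusted p = 0.0148). C1r-A fell from 6316 ± 1458 to 3705 ± 1245 CPM (log2 fold change -0.80, SE 0.195, adjusted p = 0.0403). The adjusted p of C1r-A was 0.0519 to 0.0792 without any 1 of 14 fish, and stayed under 0.05 only without Diet 1 replicate 3 or 7 or Diet 6 replicate 3 or 4. C4 was at 1135 ± 420 CPM with Diet 6 (log2 fold change -0.78, SE 0.224), with an adjusted p of 0.0819 by edgeR, 0.016 by DESeq2 and 0.0294 by edgeR without Diet 6 replicate 4. AIF3 was at 2.19 ± 0.695 CPM with Diet 6 (log2 fold change 0.90, SE 0.284, adjusted p = 0.116 by edgeR and 0.04 by DESeq2). C5 and C1r-A were below the Diet 1 median in 9 of 9 fish, C4 in 8 of 9, and AIF3 was above it in 9 of 9.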

As mentioned previously, numerous other studies demonstrating fish response to ANFs have been published, including those mentioned earlier in the Diet1:Diet5 comparison.

## Conclusion

Transcriptome analysis of the liver of WB revealed differentially expressed genes with unique gene ontology when fish were fed various alternative diets as compared to a standard, high FM diet. Juvenile WB can be fed diets without fish meal without negative effects on growth, survival, and body composition. However, WB fed an all-plant diet (Diet 5) or a protein blended diet (Diet 6) to replace FM had reduced growth, and diet greatly affected the immune system of fish fed these diets. Partial replacement diets and a diet formulated similar to a commercial diet showed an increased biological process involving metabolic and cellular process related to nutrient utilization. Olfactory genes may be responsive to diet intake and in turn growth differences observed, of which further research on palatability for white bass for boosting feed intake is warranted. These factors, and others reported in the present study, indicate possible reasons for the reduced growth observed in fish fed an all-plant diet and a diet with a commercial protein blended product.

## Data Availability

The datasets generated for this study can be found in the NCBI Gene Expression Omnibus (GEO) repository and can be accessed under the accession number GSE220235. All other data that support the findings of this study have been included in the manuscript and Supplementary Material.

# Supplementary material for: Hepatic transcriptome analyses of juvenile white bass (Morone chrysops) when fed diets where fish meal is partially or totally replaced by alternative protein sources
**Source:** Front Physiol. 2024 Jan 15;14:1308690. doi: 10.3389/fphys.2023.1308690
**Supplement:** Supplementary file 3

**Supplementary Table 1 Primers used for validation of the transcriptome analysis for the White Bass diets**

| Sl. No. | Description (Abbreviation) | Gene ID | Forward Primer (3’-5’) | Reverse Primer | Product size (bp) | Reference |
| --- | --- | --- | --- | --- | --- | --- |
| 1 | Hepcidin (HAMP) | GAZY01116470.1 | GGCCTGACACCCATGAGAAA | CAGAGCCCTCCAGAATGCAA | 150 | This study |
| 2 | Dipeptidyl peptidase 4-like (DPP4) | GAZY01160786.1 | ATACTGAGGCAGGGAGGAGA | CCAGGATTGTCCACCACTCA | 190 |  |
| 3 | Glutathione S-transferase omega-1 (GSTF6) | GAZY01132657.1 | ACCAAGTTCTTTGGTGGCGA | AGGCCTTGTAGGTGTCCTCA | 190 |  |
| 4 | WD repeat & HMG-box DNA-binding protein1 (WDHD1) | GAZY01165759.1 | ATGCCTTGTGAGAGGAAGCC | CTTTTCCCCGACCGTGATGA | 168 |  |
| 5 | Olfactory marker protein (omp) | GAZY01122857.1 | ATTTCCCAACACTGGACCCC | GCCATTTGAGCGGTGAATCC | 115 |  |
| 6 | 40S ribosomal protein S19 (RPS19) | GAZY01160786.1 | AGGCCACTGCTGTCTTGAAA | CCCATATCACTCCAGTGCCC | 165 |  |
| 7 | Insulin-like growth factor II (IGF2) | GAZY01148153.1 | GGTGAGTTAGTCGCCTGGTC | CAGGTGTGGCAAAGTGTGTG | 180 |  |
| 8 | Heat shock protein 70 (HSP70) | GAZY01110915.1 | GACGAGAACCTGAAGGGCAA | ACAGCTACCAGTGGGCATTC | 198 |  |
| 9 | Serine/threonine- protein kinase PLK2 isoform 1 (PLK2) | GAZY01152818.1 | AGAGTATGCCTAAAGCGGGC | GCCAAAGCCGTACTTGTTGG | 101 |  |
| 10 | Interleukin-6 receptor subunit beta-like (IL6) | GAZY01162268.1 | TCTGATTTGGGAGCCCGTTC | CACAGCTTGTACCGACACCT | 165 |  |
| 11 | Immunoglobulin delta heavy chain (ighd) | GAZY01140595.1 | GCTCTGGATGGGGCTTCAAT | TGACTGGTTACTGCCACACG | 115 |  |
| 12 | MHC class II antigen beta chain (MHC2-Ab1) | GAZY01127610.1 | GCAGACCAACATGGAGGGAT | GAGTGAAGAACGCTGAACGC | 191 |  |
| 13 | C-X-C chemokine receptor type 2-like (CXC) | GAZY01140604.1 | CTCACATCCGTGGAGGGTTC | CAGACTCTGGGTGGCAAACA | 194 |  |
| 14 | Myogenin (myog) |  | GGCCACAATGAGAGAGAAGAG | CCTCTGGTTTGGGTTCATCA | 176 | (Childress et al., 2016) |
| 15 | Βeta-actin (β-actin) |  | CCAGATCATGTTCGAGACCTTC | CACCGGAGTCCATGACAATAC | 148 |  |
| 16 | 18S (18S) |  | TCGCTAGTTGGCATCGTTTATG | CGGAGGTTCGAAGACGATCA | 150 | (Cooper et al., 2006) |

How the deposited data were processed for this re-analysis (not part of the article)

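Livers of white bass were sampled from 54 fish, 9 fed each of 6 diets, and 1 RNA sequencing library was made per fish. The authors trimmed the reads with TrimGalore!, aligned them with Bowtie2 to a curated transcriptome of 20914 contigs and obtained effective read counts with eXpress. The deposited values are these estimated counts, in which eXpress adjusts the reads of each contig for fragment and length effects, written as whole numbers with no normalization between libraries. They were used as deposited. The authors tested each diet against Diet 1 with DESeq2, and the versions of their tools are not stated. Fold changes and p-values of the paper's lists were taken from its supplementary tables, since the deposited values hold counts only.

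The library totals lay between 5964761 and 17336918 in 53 libraries, with a median of 11378553. In the remaining library, Diet 5 replicate 7, the total was 755, so that 1 count there equals 1320 CPM of its total, and 35 of its contigs had 5 or more counts. It was kept in the tests, as they were set, and left out of means, correlations and plots. CPM is the count normalized to the library total multiplied by its TMM factor, with the factors taken over the 53 libraries, and log2 CPM was taken with a prior count of 0.5. Shares of counts, the ratios for trehalase and claudin-15-like and the alternative on log2 CPM plus 1 use the library totals alone.

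Each of Diets 2 to 6 was compared with Diet 1 over 18 libraries by the quasi-likelihood F-test of edgeR 4.0.16 with TMM normalization, run in R 4.3.3. Contigs with a mean count of at least 5 over the 18 libraries were tested. A contig was called a DEG at a Benjamini-Hochberg adjusted p under 0.05 and a change of more than 1.5-fold, and the standard error of a log2 fold change was taken as its size divided by the square root of F. The 10 pairs of test diets and, within each diet, the 3 T tags of the labels with 3 fish each were compared by the same test. The paper took 3 fish from each of 3 tanks per diet, as the T tags are laid out, but what the tag stands for is not stated, and fish were taken as the replicates. Single values were compared by two-sided exact permutation tests, of which the smallest p for 9 fish against 9 is 4.1e-05 over 48620 splits. Correlations across fish were made on 53 libraries after each diet's mean was taken out, with Pearson's r, Spearman's rho and 100000 permutations within diets. The number of calls was also counted in 100 splits of the same fish for each comparison, the real split included.

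The alternatives were DESeq2 1.42.0, DESeq2 size factors in the edgeR fit, no filter on low counts, the filter of edgeR, a count of at least 5 in every library, 1 fit of all 54 libraries, the replicate number as a block, the L tag as a covariate, counts summed per T tag, limma 3.58.1 with voom and the T tag as a block, a robust fit, no fold threshold, an unadjusted p and leaving out each fish in turn. The edgeR comparisons, the tests of library totals, the correlations between markers, that with RT-qPCR over all diets and these alternatives were chosen before the data were examined. Added afterwards were DESeq2 at an unadjusted p, DESeq2 without Diet 5 replicate 7, the exocrine score as a covariate and the exclusion of that library from pairs of test diets. The splits of the fish, the correlations of named contigs with the exocrine score, those with RT-qPCR within single diets, the comparison of the paper's lists with DESeq2 and the tests of explanations were added afterwards as well. The exocrine score is the mean log2 CPM of 7 markers of the exocrine pancreas, namely pancreatic lipase, chymotrypsin A-like, carboxypeptidase B, elastase-1-like, trypsin-2, deoxyribonuclease I and class A basic helix-loop-helix protein 15. Insulin and homeobox protein Nkx-6.1 were taken as markers of the endocrine pancreas, and vitellogenin B, vitelline membrane outer layer protein 1 homolog and male-specific protein as markers of sex. All of these markers were taken from the paper's lists of DEGs, which come from the same libraries.

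Contigs are named by a rule. It takes every contig with a fold change in the paper's text or in Table 6, for which the paper's values had been seen, and, in each comparison, the named DEG with the largest rise and the largest fall among those with at least 10 counts in at least 5 fish of the higher group. It also takes the 2 named contigs with the smallest adjusted p in each comparison, or among equal ones the smallest unadjusted p, the members of each set of Supplementary Table S7 with the smallest and the largest change, the markers, and the named contig called in the largest number of comparisons. Other contigs are said to be chosen after their values were seen, or are the members of the sets listed for Diet 4. Hypoxia up-regulated protein 1 and myogenin were left out because no contig could be assigned to them. A contig that the rule takes is not reported here by itself, and it is kept in the counts of contigs.

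The tests of edgeR and DESeq2 were also tried on simulated counts with known changes, drawn at the depths and the spread of the comparisons with Diets 2 and 5. For contigs in more than 1 comparison, the libraries of all diets, Diet 1 included, were replaced by counts simulated from the same means, in 10 simulations. The 5 comparisons shared the simulated Diet 1 group, and each contig was drawn independently of the others.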

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

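The tests of explanations in this part, among them the splits of the fish, the position of Diet 1 replicate 7, the share of contigs that follow the exocrine score and the library size tests, were chosen only after the results were seen.

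Each library measure and each contig named for a comparison was examined within each diet for a fish far from the others, by the gap to the nearest fish as a share of the whole range, against Dixon's 95% critical value. Chance gives such a fish in about 1 in 20 groups. Of 211 groups, 18 of library measures and 193 of contigs in a diet, 22 held such a fish, and 19 of these were contigs. Groups of different contigs share fish and are not independent.

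The total of Diet 5 replicate 7 was 755 counts, with a gap of 0.533. In this library 72.8% of the counts (95% confidence interval 69.5 to 76) fell on the 100 contigs most abundant in the other Diet 5 livers, where the share was 63.8 to 68.6%. The share lies above that of the other livers, which might come from rounding of small estimated counts to 0. A library of few reads from the same tissue and one from another source therefore cannot be told apart, since the effect of rounding on so small a total was not measured and no library of another tissue is there to compare.

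Of the 19 contigs, 8 were set apart by Diet 1 replicate 7. It was the highest fish in WDHD1 (gap 0.574), DNA primase small subunit (0.607), mitochondrial single-stranded DNA-binding protein (0.716), 6-phosphogluconate dehydrogenase (0.646), MCM6 (0.642) and ATP-citrate synthase (0.596), and the lowest in PFKFB4 (0.56) and C1r-A (0.525). Each Diet 1 fish was set against the mean log2 CPM of the other Diet 1 fish. Over all contigs the median absolute deviation of replicate 7 was 0.50 log2 units, against 0.28 to 0.38 in the other 8 fish. In replicate 7, 2300 of 9548 contigs lay more than 2-fold away, against 1307 to 2012 in the others, with replicate 3 the highest of them. The tables argue against library size, since its total of 9742151 lies within the range of the other Diet 1 fish, and against an amount of pancreatic tissue of its own, since 13.2% of its counts fell on the exocrine markers, where the other Diet 1 fish reach 14.8%. On contigs that differ between the other Diet 1 fish and Diet 5, picked without it, its position was 0.717 on a scale from 0 (the other Diet 1 fish) to 1 (Diet 5). The other Diet 1 fish were at -0.0672 to 0.329 and the Diet 5 fish at 0.486 to 0.896. On the scales of Diets 2, 3, 4 and 6, Diet 1 replicate 7 was at 0.947, 1.02, 0.535 and 0.66. Diet 1 replicate 8 was at 0.901, 1.05, 0.98 and 0.48. A high position on the scales of Diets 2, 3 and 4 therefore does not by itself mark a fish of another diet. On the scale of Diet 6, replicate 7 lay above the other Diet 1 fish, which reach 0.48. It lay within the Diet 6 fish, at 0.364 to 1.17, whose range overlaps that of the other Diet 1 fish. An exchange with any of 8 Diet 5 fish is argued against, because the lowest of them, at 0.486, is not among the Diet 1 fish. Diet 5 replicate 7, with 755 counts, has no position, and an exchange with it was not tested. A fish of another diet under a Diet 1 name is a candidate explanation that stays open, as does a fish that differed for a reason that the design does not name, which was not tested. Without this fish the number of DEGs was 47 with Diet 2, 16 with Diet 4, 864 with Diet 5 and 222 with Diet 6.

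Diet 6 replicate 7 was the lowest fish in cytochrome c oxidase subunit 1 (gap 0.705), NADH dehydrogenase subunit 2 (0.565) and NADH dehydrogenase subunit 5 (0.542), all encoded in the mitochondrion. Diet 5 replicate 3 was the highest in ATP-citrate synthase (0.556) and in heat shock 70 kDa protein 4-like (0.537). In Diet 1, replicate 1 was the only fish with a count of trehalase and replicate 4 the only fish with counts of claudin-15-like (gap 1.0 in both), and replicate 8 was the lowest in MPV17L (0.639). Diet 5 replicate 6 was the highest in the immunoglobulin delta heavy chain (0.672), Diet 4 replicate 2 the highest in 6-phosphogluconate dehydrogenase (0.501), and Diet 2 replicate 2 the lowest in cyclin-dependent kinase inhibitor 3 (0.582). No explanation, technical or biological, was tested for these fish.

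Markers of the exocrine pancreas, which the paper does not discuss, took up to 14.8% of the counts of a library (Diet 1 replicate 9). In Diet 1 the median was 44100 CPM for trypsin-2, 33400 for elastase-1-like and 31200 for carboxypeptidase B. All 7 markers were taken from the paper's lists from these same libraries, and all 53 livers held more than 10 CPM of carboxypeptidase B and 41 of the 53 more than 10 CPM of chymotrypsin A-like. Whether liver cells themselves express any of the 7 cannot be read from whole livers. The median share was 10.1% in Diet 1 and 4.82, 4.27, 3.05, 3.63 and 2.57% in Diets 2 to 6. The exocrine score differed from that of Diet 1 by -1.07, -1.47, -2.73, -1.48 and -3.93 in Diets 2 to 6. Of the markers, 5 are in the paper's list of lower contigs with Diet 2 and 6 in that with Diet 5, so that a test of the score in these 2 diets would be on contigs picked for being lower there. None of them is in the lists of lower contigs with Diets 3, 4 and 6. By exact permutation test the score was lower in Diet 4 (adjusted p = 0.0221 over 5 comparisons) and Diet 6 (0.0221) and not past the threshold in Diet 3 (0.0943). The Diet 1 fish are those from which the markers were picked, so that these tests are not independent of that choice. Within Diet 2, replicate 2 lay below the other fish (score 6.65, gap 0.602), and within Diet 3, replicate 8 (score 4.85, gap 0.493). With the total count taken out, the differences were -2.68 in Diet 4 (exact p = 0.00662) and -3.48 in Diet 6 (0.0169), which argues against library size. The rule for this test was changed after values had been seen. Within diets, the total had a Pearson's r of -0.237 with the score (permutation p = 0.171) and a Spearman's rho of -0.199 (permutation p = 0.178), and r was -0.19 without the 2 farthest fish.

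Among the contigs that the paper lists as lower, with the markers left out, 16.1% with Diet 2, 60.0% with Diet 4, 7.54% with Diet 5 and 14.2% with Diet 6 had a within-diet r over 0.5 with the exocrine score. The share was 1.25% over all contigs and 0 among the contigs listed as higher. Less exocrine pancreas in the livers of fish fed Diets 4 and 6 may therefore account for part of the lower contigs. With Diets 2 and 5 this cannot be told apart from other explanations, because the lower score there rests on markers picked for it. The other listed contigs do not follow the score at this level. Whether the diets reduced this tissue or less of it was taken with the liver was not tested.

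In its RNA sequencing, the paper compares test diets only with Diet 1. Compared directly, 4 contigs were called between Diets 2 and 3, 2 between Diets 2 and 4, 146 between Diets 2 and 5, 195 between Diets 2 and 6, 433 between Diets 3 and 5, 49 between Diets 3 and 6, 196 between Diets 4 and 5, 21 between Diets 4 and 6 and 257 between Diets 5 and 6. Among 100 splits of the same fish for each pair, chance can be excluded for all 9 of these numbers with fish taken as the replicates. The splits do not keep the fish of a T tag together, so that they cannot exclude differences between T tags. With counts summed per T tag, 2:3, 2:4, 2:5 and 4:6 had 0 calls and 3:6 had 1. The pairs 2:6, 3:5, 4:5 and 5:6 had 34, 148, 21 and 81. Between Diets 3 and 4 edgeR and DESeq2 both called 0, a number that every split reaches, so that the splits decide nothing there. For the contigs at an unadjusted p under 0.05, as many were found in 3, 1, 1, 2 and 1 of 100 splits for the pairs 2:5, 2:6, 3:5, 3:6 and 5:6, where chance can be excluded for each pair taken alone. After adjustment over the 10 pairs it can be excluded for 2:6, 3:5 and 5:6 (share 0.0333 each) and not for 2:5 and 3:6 (0.06 and 0.05). In the pairs 2:3, 2:4, 3:4, 4:5 and 4:6 it was 12, 14, 52, 5 and 23 splits, and chance cannot be excluded for these unadjusted numbers, among them the 150 between Diets 3 and 4. The split into higher and lower contigs moved with the scaling in pairs with Diet 5. With DESeq2 size factors the higher and lower contigs were 128 and 41 in Diet 5 against Diet 2, where TMM gave 74 and 72. Against Diet 3 they were 284 and 140, where TMM gave 239 and 194, and in Diet 6 against Diet 5 they were 324 and 99, where TMM gave 134 and 123. Against Diet 4 the numbers went the other way, to 85 higher and 91 lower in Diet 5, where TMM gave 107 and 89. Without Diet 5 replicate 7 the pairs with Diets 2, 3, 4 and 6 had 127, 384, 170 and 259 calls. The diets differ by design, and a difference in exocrine pancreas between test diets was not tested as an explanation.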

How the results depend on the processing

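Of the alternatives in this part, DESeq2 at an unadjusted p, DESeq2 without Diet 5 replicate 7, the exocrine score as a covariate and the pairs of test diets without Diet 5 replicate 7 were chosen only after the results were seen, as were the tests by splits of the fish. Unless a reason is given beside a value, the cause was not tested.

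The number of DEGs against Diet 1 by edgeR was 4, 0, 0, 534 and 112 for Diets 2 to 6. In 100 splits of the same fish, chance can be excluded for the DEGs of Diets 2, 5 and 6 with fish taken as the replicates. The splits do not keep the fish of a T tag together, so that they cannot exclude differences between T tags. The 0 of Diets 3 and 4 is reached by every split, so that the splits decide nothing there. The numbers at an unadjusted p were 284, 211, 306, 1109 and 634, and as many were found in 6, 34, 16, 1 and 1 of 100 splits, so that for these numbers chance can be excluded for Diets 5 and 6 and not for Diets 2, 3 and 4. With DESeq2 size factors the counts were 3, 0, 0, 518 and 120, with the filter of edgeR 4, 0, 0, 542 and 134, without a low-count filter 3, 0, 0, 471 and 98, and with the robust fit 4, 0, 0, 519 and 120. Limma with voom and the T tag as a block gave 3, 0, 0, 376 and 158. In these 5 settings, no count moved by more than 1.5 times. With TMM the DEGs of Diet 5 were 270 higher and 264 lower, and with DESeq2 size factors 352 and 166.

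DESeq2 moved all 5 counts, to 42, 2, 58, 237 and 250. Of the 534 DEGs of Diet 5, 215 were among its 237 calls and 110 got no adjusted p, and of the 112 of Diet 6, 109 were among its 250. Of the 4 DEGs of Diet 2, 2 were kept. Without Diet 5 replicate 7, DESeq2 called 715 contigs with Diet 5, 520 of them among the 534. At an unadjusted p under 0.05 edgeR gave 284, 211, 306, 1109 and 634 contigs, and DESeq2 gave 448, 353, 519, 752 and 838. Without the fold threshold the counts were 5, 0, 0, 818 and 151.

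Counts summed over the 3 fish of a T tag, which leave 3 against 3 and are the counts of a tank if the tag is the tank, gave 0, 0, 0, 345 and 35 DEGs, with 296 of the 534 of Diet 5 and 34 of the 112 of Diet 6 kept. With all 54 libraries in 1 fit the counts were 5, 0, 2, 666 and 214, and 501 and 106 of the DEGs of Diets 5 and 6 were kept. With the L tag as a covariate they were 14, 1, 0, 568 and 106. The exocrine score as a covariate gave 11, 0, 0, 515 and 224. It kept 353 of the 534 DEGs of Diet 5 and 75 of the 112 of Diet 6, while 162 and 149 were called only with it. A count of at least 5 in every library gave 3, 0, 0, 4 and 143, and with Diet 5 only 35 contigs were left to test, because Diet 5 replicate 7 holds no more than these at that count.

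With the replicate number as a block, the counts were 2, 5, 1, 870 and 77, of which 0 of the 4 DEGs of Diet 2, 488 of the 534 of Diet 5 and 63 of the 112 of Diet 6 were kept. No source states that fish of the same number belong together. After each diet's mean was taken out, fish of the same number in Diet 1 and a test diet had a median correlation of 0.0305 to 0.132, against -0.0302 to 0.00043 for fish of different numbers, and the pairs over 0.1 were 4 of 9, 5 of 9, 2 of 9, 4 of 8 and 4 of 9. Each number goes with the same L tag in every diet, so that the block also takes out differences between L tags. A call lost with the block is not evidence of a smaller effect, and the cause of the calls gained with it was not tested.

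Leaving out 1 fish gave 1 to 47 DEGs with Diet 2, 0 in every fit with Diet 3, 0 to 16 with Diet 4, 361 to 864 with Diet 5 and 74 to 222 with Diet 6. The highest number came without Diet 1 replicate 7 in Diets 2, 4, 5 and 6, and without it 3 of the 4 DEGs of Diet 2, 518 of the 534 of Diet 5 and 110 of the 112 of Diet 6 were kept. With Diet 2 the number was 17 without Diet 2 replicate 2, 16 without Diet 1 replicate 8, 2 without Diet 1 replicate 3 and 1 without Diet 1 replicate 1 or Diet 2 replicate 4, 6 or 9. With Diet 4 it was 4 without Diet 1 replicate 8. With Diet 6 it was 74 without either Diet 1 replicate 9 or Diet 6 replicate 8.

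Contigs called in more than 1 comparison numbered 41, 43 with DESeq2 size factors, 36 without a low-count filter, 31 with the replicate block, 81 by DESeq2 and 14 with T tag sums. Calls shared with the paper's lists were 563, 324 with T tag sums and 1128 at an unadjusted p, and 497 to 675 with DESeq2 size factors, DESeq2, no low-count filter, the filter of edgeR, all 54 libraries and the replicate block. In settings not set for this number, limma called 2, 0, 0, 316 and 143 of the contigs listed for Diets 2 to 6, a count of at least 5 in every library 3, 0, 0, 4 and 143, and the exocrine score 9, 0, 0, 340 and 110. In the sets of Supplementary Table S7, 36 of 66 contigs were DEGs, against 37 by DESeq2, 29 with the replicate block and 18 with T tag sums. For the mitochondrion with Diet 6 it was 7 of 9, against 9, 2 and 1. The correlation with RT-qPCR stayed between 0.494 and 0.837 and past its test in the 4 alternatives that take more than 1 diet. By diet, added after the results were seen, r ran from 0.427 to 0.909 and was past its test with Diets 2, 5 and 6, while Spearman's rho ran from 0.478 to 0.802 and was past its test with Diets 4 and 6, so that both were past it with Diet 6 only. Between vitellogenin B and vitelline membrane outer layer protein 1 homolog, r was 0.317 and past its test, but not when taken on log2 CPM plus 1 (0.253) or in Diets 1 and 2 only (0.0699), where 18 fish were left.

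The ratio of library totals to Diet 1 changed side in 2 cases that are not past any test. For Diet 2 it was 1.03, and 0.987 for the number of contigs with a count of at least 5. For Diet 5 it was 0.986, and 1.02 for medians in place of means.

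Between test diets, DESeq2 gave 25, 39, 51, 284, 0, 245, 168, 93, 73 and 179 calls for the pairs 2:3, 2:4, 2:5, 2:6, 3:4, 3:5, 3:6, 4:5, 4:6 and 5:6, where edgeR gave 4, 2, 146, 195, 0, 433, 49, 196, 21 and 257. With T tag sums the calls were 0, 0, 0, 34, 0, 148, 1, 21, 0 and 81, and with the replicate block 4, 1, 142, 144, 0, 438, 4, 138, 3 and 191. With DESeq2 size factors the pair 5:6 had 423. The unadjusted numbers by edgeR were 201, 237, 601, 617, 150, 890, 514, 657, 336 and 797. Between T tags within a diet edgeR called 0 contigs in each of the 6 diets, and without a low-count filter 16, 19, 98, 5, 19 and 5. The splits decide nothing about a count of 0, which all 100 reach. At an unadjusted p under 0.05 the numbers were 356, 468, 599, 502, 398 and 344, and as many were found in 46, 6, 2, 22, 61 and 61 of 100 splits, which is under the threshold in Diet 3 alone, but the smallest share is 0.12 after adjustment over the 6 diets, so that chance cannot be excluded in any of them. DESeq2 was not run between T tags.

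For contigs named in the text, 113 combinations of contig and comparison have a fold change, of which 51 are DEGs. In 10 of the 12 settings that refit the model, every one that could be compared kept its direction. The 2 exceptions concern heat shock protein 70. With Diet 2 its log2 fold change was -1.12, and 0.046 with the replicate block and 0.34 with limma and the T tag block. With Diet 5 it was -1.03, and 0.43 and 0.86 in these 2 settings, and leaving out 1 fish gave -1.22 (without Diet 5 replicate 3) to 0.092 (without Diet 1 replicate 3). For hepcidin with Diet 4, a log2 fold change of 0.26 ranged from -0.074 without Diet 4 replicate 2 to 0.47 without Diet 1 replicate 6. None of these values was past a threshold. The settings with the most calls lost were T tag sums (22), the replicate block (14), limma (11) and the exocrine score (10), and those with the most gained were DESeq2 (28) and all 54 libraries (8).

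Depth limits the contigs with few counts. Trehalase in Diet 3 and spondin-2 in Diet 4 were under the minimum mean count, and their ratios rest on 79 counts against 1 and on 8 against 76, over the 9 fish of each diet.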

Differences from the paper's values

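Among the settings in this part, DESeq2 at an unadjusted p, the exocrine score as a covariate and the comparison of the paper's lists with DESeq2 were chosen only after the results were seen. Values from the paper are marked as the paper's, and fold changes are given on its scale, where a negative value is the inverse of the ratio.

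With Diet 2, the paper gives 145 higher and 148 lower DEGs, 293 in all, and edgeR gave 3, 1 and 4. Of the alternatives set before the data were examined, only the unadjusted p (144, 140 and 284) comes within 1.5 times of the paper's 3 values. DESeq2 at an unadjusted p, chosen after seeing the values, comes within them for the higher DEGs only (203), and drops 0 of the paper's 293. With Diet 3, the paper gives 8, 3 and 11, and edgeR gave 0, 0 and 0. DESeq2 comes within 1.5 times for the lower DEGs (2), and no setting does for the other 2 values. With Diet 4, the paper gives 15, 37 and 52, and edgeR gave 0, 0 and 0. DESeq2 (17, 41 and 58) comes within 1.5 times for all 3 values, and the fit without Diet 1 replicate 7 for the higher DEGs (16). With Diet 6, the paper gives 119, 134 and 253, and edgeR gave 57, 55 and 112. DESeq2 (118, 132 and 250), all 54 libraries in 1 fit (107, 107 and 214) and the fit without Diet 1 replicate 7 (123, 99 and 222) come within 1.5 times for all 3 values, and limma with the T tag block for the lower DEGs (90). The exocrine score as a covariate (92, 132 and 224) does so too, but it was chosen after seeing the values and drops 143 of the paper's 253. The other alternatives set before the data were examined, the fits without any other fish among them, do not.

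The paper's lists were compared with DESeq2 contig by contig, a check chosen after seeing the values. The listed fold change was within 0.01 log2 units of that by DESeq2 for 293 of 293 contigs with Diet 2, 11 of 11 with Diet 3, 52 of 52 with Diet 4 and 252 of 253 with Diet 6, and for 39 of 651 with Diet 5, or 56 without Diet 5 replicate 7. The column that the lists name FDR equalled the unadjusted p by DESeq2, to within 5% or 1 unit of its last listed decimal, for 293, 11, 52 and 252 of these contigs in Diets 2, 3, 4 and 6. By DESeq2 the adjusted p was under 0.05 for 42, 2, 52 and 245 of them, and 204 in Diet 2 and 7 in Diet 6 got no adjusted p. In Diet 5 the column equalled the unadjusted p for 77 of 651, or 215 without Diet 5 replicate 7. The number under an adjusted p of 0.05 was 225, or 569 without that library. DESeq2 at an unadjusted p, chosen after seeing the values, drops 0, 0, 0, 162 and 1 of the paper's DEGs in Diets 2 to 6.

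Settings that call contigs of the paper's lists which edgeR does not call can be read from the number of listed contigs each calls. For Diets 2 to 6, edgeR called 3, 0, 0, 450 and 110 of them. The unadjusted p called 258, 6, 45, 575 and 244, DESeq2 42, 2, 52, 217 and 245, all 54 libraries 5, 0, 2, 484 and 184, the L tag covariate 13, 0, 0, 456 and 103, the replicate block 2, 1, 0, 508 and 71, and no fold threshold 3, 0, 0, 472 and 111. With Diet 6, limma called 143, a count of at least 5 in every library 143, the filter of edgeR 134, DESeq2 size factors 119 and the robust fit 118. The filter of edgeR called 457 with Diet 5. Of settings chosen after seeing the values, DESeq2 without Diet 5 replicate 7 called 538 with Diet 5 and drops 113 of the paper's DEGs, and the exocrine score called 9, 0, 0, 340 and 110 and drops 284, 11, 52, 311 and 143. T tag sums and no low-count filter call 33 and 95 with Diet 6. Among the fits that leave out 1 fish, the most were called without Diet 1 replicate 7, with 35, 0, 6, 515 and 156. For the contigs named in the text, those past the threshold only under a setting numbered 28 by DESeq2, 8 with all 54 libraries, 5 with the filter of edgeR, 5 with limma, 4 with a count of at least 5 in every library, 3 with the L tag, 3 with the replicate block, 3 with the exocrine score, 3 by DESeq2 without Diet 5 replicate 7 and 2 with DESeq2 size factors.

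For insulin with Diet 2 the paper gives -57.33 and edgeR gave -123, while DESeq2 (-57.33), the replicate block (-48.3) and the fit without Diet 1 replicate 7 (-48.1) come within the paper's value. For WDHD1 with Diet 3 the paper gives 2.33 and edgeR gave 1.38, while DESeq2 (2.33), the replicate block (1.99), limma (1.99) and the fit without Diet 1 replicate 7 (2.5) come within it. For heat shock protein 70 with Diet 5 the paper gives 1.75 and edgeR gave -2.05, while the replicate block (1.35), limma (1.81) and the fit without Diet 1 replicate 3 (1.07) come within it, the last only by the standard error of the log2 fold change. For 40S ribosomal protein S19 with Diet 5 the paper gives -21.61 and edgeR gave -8.73, while the fit without Diet 5 replicate 9 (-23.8) comes within it. The other alternatives do not for these 4 contigs. For hepcidin with Diet 5 the paper gives 2.71 and edgeR gave -1.81, for PLK2 with Diet 5 the paper gives 1.68 and edgeR gave -1.25, and for insulin-like growth factor II with Diet 6 the paper gives -1.56 and edgeR gave -1.13. No alternative comes within the paper's value for these 3.

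In the paper's list for Diet 5, the contig that carries the fold change of hepcidin is hepcidin 2 variant 2, not the contig of Table 6, and its log2 fold change was 1.27 (edgeR adjusted p = 0.0253), with an adjusted p of 0.0516, 0.0604 and 0.0578 without Diet 1 replicate 6 or Diet 5 replicate 5 or 6. The contig that carries the fold change of heat shock protein 70 is heat shock 70 kDa protein 4-like, with a log2 fold change of 0.79 (adjusted p = 0.034). It was no longer a DEG without Diet 1 replicate 2, 4, 5, 6, 8 or 9 (adjusted p 0.0501 to 0.064) or Diet 5 replicate 3 (0.56, adjusted p = 0.0856). In Table 6 the identifier given for 40S ribosomal protein S19 is that of dipeptidyl peptidase 4. The contig named for fatty acid desaturase 2 with Diet 5 is an acyl-CoA desaturase, and the contig named fatty acid desaturase 2 had a log2 fold change of 1.17 (adjusted p = 0.022, and 0.0564 without Diet 5 replicate 3).

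The paper states that hepcidin was higher with every test diet but Diet 2. By edgeR the contig of Table 6 was lower with Diet 5 (log2 fold change -0.86) and was a DEG only with Diet 6. The paper states that 40S ribosomal protein S19 was significantly lower with all test diets. It was lower with all 5, and a DEG by edgeR with Diets 5 and 6. Spondin-2, VWA7, MPV17L and the beta-galactoside-binding lectin with Diet 4, and C4, C5 and C1r-A with Diet 6, are described as upregulated. All of them were lower here, as the paper's own fold changes are. For C-X-C chemokine receptor type 2-like with Diet 2, Table 6 has opposite signs for RT-qPCR and RNA sequencing, and the log2 fold change by edgeR was 0.93. For the contigs of DNA replication with Diet 4, Supplementary Table S7 lists larger rises than edgeR gave. The log2 fold changes of MCM6 and DNA primase were 0.61 and 0.66 by edgeR, 1.51 and 1.61 by DESeq2 and, without Diet 1 replicate 7, 1.69 (adjusted p = 0.0207) and 1.78 (adjusted p = 0.0307) by edgeR. The column of that table named FWER P-value holds values above 1 for the terms of Diets 2 and 4, which a p-value cannot hold, and it was not used. Heat shock protein 70 and hypoxia up-regulated protein 1 are given fold changes for Diet 2 but are not in the paper's list for it.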

Other observations

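The tests in this part, apart from the marker correlations and the comparison of T tags without its splits, were chosen only after the results were seen.

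Insulin counts did not follow the exocrine pancreas. Over 53 fish within diets, Pearson's r of insulin with the exocrine score was 0.0829 (permutation p = 0.602, adjusted p = 0.688 over 8 relations) and Spearman's rho was 0.0107 (p = 0.934). Without the 2 farthest fish r was 0.116, and within L tags it was -0.191, 0.42 and -0.0837. Had the counts of Diet 1 been in proportion to the exocrine counts, the 9 fish would have held 69.1, 28.9, 57.6, 95.2, 54.3, 61.7, 80.7, 6.79 and 89.6 counts, but they held 0, 2, 0, 0, 2, 138, 397, 0 and 5. For the insulin counts, this argues against islets carried along in proportion to the exocrine tissue. Nkx-6.1, the other marker taken for the endocrine pancreas, did follow the exocrine score (Pearson's r = 0.523, Spearman's rho = 0.508, adjusted permutation p = 0.00117 for r). The argument therefore covers insulin and not the endocrine pancreas as a whole. In 2 of the 9 Diet 1 fish there were 10 or more counts, so the decrease with Diet 2 may rest on a few livers that held insulin transcripts, and the decision rules of these tests were changed after values had been seen. Livers with 10 or more counts were found in Diets 1, 3, 5 and 6, with 397 and 138 counts in Diet 1, 164 in Diet 3, 14 in Diet 5 and 148 in Diet 6. Whether the diet of the fish changed insulin expression in the pancreas was not tested.

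Of the other relations between markers, pancreatic lipase and carboxypeptidase B had an r of 0.995 (rho 0.989, permutation p = 1e-05 for each, the smallest that the resamples can give). With the exocrine score, vitelline membrane outer layer protein 1 homolog had an r of 0.892 (rho 0.81, adjusted p = 4e-05), Nkx-6.1 of 0.523 (rho 0.508, adjusted p = 0.00117), vitellogenin B of 0.447 (rho 0.436, adjusted p = 0.00344) and male-specific protein of -0.221 (rho -0.256, adjusted p = 0.252). Without the 2 farthest fish these were 0.993, 0.873, 0.443, 0.449 and -0.3. Within L tags r was 0.994 to 0.996 for lipase, 0.833 to 0.974 for vitelline membrane outer layer protein 1 homolog, 0.462 to 0.604 for Nkx-6.1, 0.2 to 0.616 for vitellogenin B and -0.761 to 0.404 for male-specific protein. For male-specific protein the adjusted permutation p of rho was 0.116. On log2 CPM plus 1 rho was -0.343 (adjusted p = 0.0277), and in Diets 1 and 2 only it was -0.711 (adjusted p = 0.00571, 18 fish). Pearson's r was not past its test in either alternative (adjusted p = 0.12 and 0.0685). Vitellogenin B and vitelline membrane outer layer protein 1 homolog had an r of 0.317 (rho 0.247, adjusted p = 0.0494 for r and 0.116 for rho), 0.352 without the 2 farthest fish and 0.202 to 0.402 within L tags.

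Vitellogenin B and the male-specific protein had an r of -0.0566 within diets (permutation p = 0.721, rho -0.0707, p = 0.639, 8 relations), -0.122 without the 2 farthest fish and -0.221 to 0.418 within L tags. The sex of the fish is not given, so that sex as a source of the differences in vitellogenin cannot be told apart from other sources.

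Libraries with the L tag L3L5 had fewer contigs with 5 or more counts, with a median of 8765.5 against 9802 in L1L8 and 9604.5 in L2L4 (permutation p = 0.00502 within diets). With the total count taken out the difference between tags had a permutation p of 0.00057, which argues against library size. What the tag stands for is not stated, each diet has 3 fish of each L tag, and no biological explanation was tested. The first principal component, with 29.7% of the variance over 2000 contigs, was explained to 28.5% by the L tag and to 7.41% by diet. The second, with 6.16% of the variance, was explained to 92.1% by the exocrine score.

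The consensus correlation of fish that share a T tag was between -0.056 and 0.0131 in the 5 comparisons with Diet 1. Within Diet 3, the tags differed by 599 contigs at an unadjusted p, a number reached in 2 of 100 splits, and by 0 at an adjusted p. After adjustment over the 6 diets this share is 0.12, and chance cannot be excluded. Among the 53 libraries other than Diet 5 replicate 7, no 2 of a diet were duplicates of each other. The smallest chi-square per degree of freedom between any pair of these was 16.3. Diet 5 replicate 7 was not compared.

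The log2 fold changes of different comparisons had a mean correlation across contigs of 0.562. Contigs are not independent replicates, and comparisons that share Diet 1 are correlated without any effect. Simulated groups with no change gave a mean of 0.514 and a largest value of 0.526 in 10 simulations. The mean share of contigs with the same sign was 68.6%, and 66.9% in the simulations.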
